# Low Oxygen Levels Induce Early Luteinization Associated Changes in Bovine Granulosa Cells

**DOI:** 10.3389/fphys.2018.01066

**Published:** 2018-08-07

**Authors:** Vijay S. Baddela, Arpna Sharma, Torsten Viergutz, Dirk Koczan, Jens Vanselow

**Keywords:** granulosa cells, oxygen levels, preovulatory follicle, gene expression, luteinization

## Abstract

During follicle maturation, oxygen levels continuously decrease in the follicular fluid and reach lowest levels in the preovulatory follicle. The current study was designed to comprehensively understand effects of low oxygen levels on bovine granulosa cells (GC) using our established estrogen active GC culture model. As evident from flow cytometry analysis the viability of GC was not found to be affected at severely low oxygen condition (1% O_2_) compared to normal (atmospheric) oxygen condition (21% O_2_). Estimations of hormone concentrations using competitive radioimmunoassay revealed that the production of estradiol and progesterone was significantly reduced at low oxygen condition. To understand the genome-wide changes of gene expression, mRNA microarray analysis was performed using Affymetrix’s Bovine Gene 1.0 ST Arrays. This resulted in the identification of 1104 differentially regulated genes of which 505 were up- and 599 down-regulated under low oxygen conditions. Pathway analysis using Ingenuity pathway analyzer (IPA) identified 36 significantly affected (*p* < 0.05) canonical pathways. Importantly, pathways like “Estrogen-mediated S-phase Entry” and “Cyclins and Cell Cycle Regulation” were found to be greatly down-regulated at low oxygen levels. This was experimentally validated using flow cytometry based cell cycle analysis. Up-regulation of critical genes associated with angiogenesis, inflammation, and glucose metabolism, and down-regulation of FSH signaling, steroidogenesis and cell proliferation indicated that low oxygen levels induced early luteinization associated changes in granulosa cells. Identification of unmethylated CpG sites in the *CYP19A1* promoter region suggests that granulosa cells were not completely transformed into luteal cells under the present low oxygen *in vitro* condition. In addition, the comparison with earlier published *in vivo* microarray data indicated that 1107 genes showed a similar expression pattern in granulosa cells at low oxygen levels (*in vitro*) as found in preovulatory follicles after the LH surge (*in vivo*). Overall, our findings demonstrate for the first time that low oxygen levels in preovulatory follicles may play an important role in supporting early events of luteinization in granulosa cells.

## Introduction

Ovaries are the female’s primary reproductive organs, which contain a large pool of primordial follicles. Under the influence of different endocrine factors, primordial follicles start maturation by forming an antrum that is filled with follicular fluid. The wall of antral ovarian follicles includes a peripheral vascularized theca cell layer which is separated from the inner avascular granulosa cell layer by a basement membrane (Siu and Cheng, 2013; Feng et al., 2017). Therefore, oxygen released from the capillaries will first reach the thecal cells. Lower amounts of oxygen will then diffuse through the basement membrane to reach the multiple layers of mural followed by antral GC and then to the cumulus –oocyte complex (COC). This clearly suggests that antral GC along with the COC are exposed to relatively low oxygen levels in large antral follicles. According to mathematic modeling, the dissolved concentrations of diffused oxygen in human ovarian follicular fluid are predicted between 11 and 51 mmHg, which corresponds to 1.5–6.7% of oxygen (Redding et al., 2008). Several other studies agree with these estimates and reported that the dissolved oxygen levels in follicular fluid is between 1 and 5% (Van Blerkom et al., 1997; Huey et al., 1999), which is far less than the atmospheric oxygen concentration (21%) that is generally used for culturing of follicular granulosa cells.

Granulosa cells are the major steroidogenic cells of ovarian follicles. During follicule maturation, follicle stimulating hormone (FSH) arouses steroid hormone production from the granulosa layer by inducing FSH receptor signaling (Rouillier et al., 1996). Once the follicle becomes dominant, an intense luteinizing hormone (LH) pulse from the pituitary gland increases the circulatory and follicular LH concentration, thus inducing early processes of luteinization and finally culminating in ovulation (Duffy and Stouffer, 2003). Dominant follicles will further increase in size during the post LH surge period, growing to a maximum diameter of 15–22 mm close to ovulation (Sartori et al., 2001; Christenson et al., 2013). As the diameter of ovarian follicles greatly increases during follicle maturation, the diffusion distance for gasses inside the follicle also increases. This will eventually lead to a continuous decrease of the oxygen concentration in the follicular fluid (Fischer et al., 1992). It has been already observed that falling pO_2_ is accompanied with a decrease of pH and an increase of pCO_2_ in the follicular fluid, indicating an active anaerobic respiration by follicular cells. These findings were further strengthened by the identification of increased glucose consumption and lactate accumulation in post hCG murine follicles (Harris et al., 2007). Recently, it was shown that even under normoxic conditions lactate can act as an effective signaling molecule that induces granulosa cell differentiation (Baufeld and Vanselow, 2018).

It is well known that cells of the granulosa and theca layers undergo early luteinization in preovulatory follicles immediately after the LH surge and display features that are very different from those found in dominant follicles before LH, and eventually become fully luteinized cells of the corpus luteum (Tesařík and Dvořak, 1982; Christenson et al., 2013). The most prominent changes associated with early luteinization of GC include a cease of GC proliferation, down-regulation of FSH signaling and steroidogenesis, and up-regulation of HIF1a signaling and angiogenesis (Christenson et al., 2013; Wissing et al., 2014). As the luteinization of GC commences within preovulatory follicles, we hypothesize that the prevailing low oxygen levels in preovulatory follicles may play a role in early luteinization of granulosa cells. Accordingly, the current study was carried out in our established estrogen active granulosa cell culture model to understand effects of low oxygen levels on the genome wide gene expression changes and steroid production in bovine granulosa cells.

## Materials and Methods

### Culturing of Granulosa Cells

Ovaries were collected at a commercial abattoir and granulosa cells were aspirated from small to medium follicles (≤6 mm) with a syringe and 18G needles. The number of viable cells was determined using the trypan blue exclusion method and the cells were eventually cryopreserved as described in a previous manuscript (Baufeld and Vanselow, 2013). All the chemicals for cell culture were purchased from Biochrom (Berlin, Germany) unless stated otherwise. Alpha (α)-MEM was enriched with supplements to make a working medium containing 0.1% BSA, 20 mM HEPES, 0.084% sodium bicarbonate, 2 mM Glutamin, 5 μg/ml transferrin, 4 ng/ml sodium selenite, 1 mM non-essential amino acids, 10 ng/ml insulin, 100 IU penicillin, and 0.1 mg/ml streptomycin. In addition, 20 ng/ml FSH (Sigma-Aldrich, Steinheim, Germany), 50 ng/ml IGF-I (Sigma-Aldrich, Steinheim, Germany) and 2 μM androstenedione (Sigma-Aldrich, Steinheim, Germany) were added to the α-MEM just before plating the cells. For experiments, the cryopreserved cells were rapidly thawed in a water bath, washed with α-MEM and plated at a density of ∼1.4 × 10^5^ viable cells per well in 24 well culture plate, which were pre-coated with collagen. The culture plates were kept in a CO_2_ incubator at 21% O_2_ and 5% CO_2_ during the next 6 days, with media exchange every 48 h. On the 6th day, cells were incubated at low oxygen (1% O_2_) and normal oxygen conditions (21% O_2_), separately, for the next 48 h to analyze the low oxygen induced effects.

### Cell Viability and Apoptosis Analysis

On the 8th day of culture, spent culture media were collected in a 1.5 ml collection tube and centrifuged to pellet the floating dead cells. The attached cells in the culture plate were washed twice with PBS and detached by adding 250 μl of tryplE solution (Thermo Fischer, United States) to each well of the 24 well plates. The detached cells were added to the above pelleted cells to ensure the inclusion of floating and attached cells into the analysis. The cells were pelleted and washed using 1 ml of α-MEM and subjected to viability and apoptosis analysis using the Annexin-V FITC kit (Miltenyi Biotec, Germany). Briefly, the cell pellet was re-suspended in 100 μl of 1× binding buffer followed by adding 10 μl of Annexin V reagent. After gentle mixing, the tubes were incubated in the dark for 15 min. Cells were washed and re-suspended in 500 μl of 1× binding buffer. Then 5 μl of propidium iodide (PI) was added to the cells and mixed gently just before the flow cytometry analysis. The fluorescence signal was quantified from single cells (10,000 counts) using a flow cytometer (Gallios, Beckman-Coulter, Germany) and the data were analyzed using the Kaluza-software (Beckman-Coulter, Germany).

### RNA Isolation, cDNA Preparation, qPCR Analysis

Total RNA was isolated using the Nucleo Spin RNA II Kit (Macherey-Nagel, Düren, Germany) by following the manufacturer’s instructions. RNA was quantified using a NanoDrop 1000 spectrophotometer (Thermo Scientific, Bonn, Germany) and cDNA was prepared using the SensiFast cDNA synthesis kit (Bioline, Luckenwalde, Germany). The gene expression analysis for the selected genes was performed using the SensiFast SYBR No-ROX (Bioline) reagent and gene specific primers (**Supplementary Data Sheet S1**) in a Light Cycler 96 instrument (Roche, Mannheim, Germany). For qPCR analysis, two different volumes (2 and 4 μl) of cDNA were amplified in 12 μl total reaction volume. The qPCR cycling conditions used are shown in **Supplementary Data Sheet S2**. Amplicons from all analyzed genes, were cloned in PGEM-T vectors (Promega Biosciences, United States) and sequenced to verify the product. External standard curves were generated during each run from plasmids at five different serially diluted concentrations (5 × 10^-12^ to 5 × 10^-16^ g plasmid). The Abundance of transcripts was normalized using TBP as a validated house-keeping gene under low oxygen conditions (Baddela et al., 2014).

### Microarray Analysis

To identify changes of the global gene expression profiles induced by low oxygen levels, total RNA was isolated from GC cultured under normal (NOL 1–4) and low oxygen levels (LOL 1–4) and analyzed using GeneChip^TM^ Bovine Gene 1.0 ST Array (Affymetrix^®^, Inc., Santa Clara, CA, United States). RNA integrity was measured in a bio analyzer instrument, which revealed RIN values from 9.7 to 10 in all samples (**Supplementary PDF File S1**). The subsequent amplification and labeling of RNA samples was performed using GeneChip 3′ amplification and one-cycle target labeling reagents. Overnight hybridization of RNA samples and probes was carried out in a hybridization oven followed by acquisition of the gene expression signals using an Affymetrix Gene Chip Scanner 3000. Normalization and background reduction of gene expression was performed using the robust multichip average method. The acquired data were subsequently analyzed using the TAC 4.0 software (Transcriptome Analysis console 4.0, Affymetrix). Differentially expressed (DE) genes were recognized using the cut off parameters, fold difference >| 2|, ANOVA *p* < 0.05, and FDR (*q*) < 0.05.

### Estimation of Estradiol and Progesterone Concentration

Estradiol (E2) and progesterone (P4) concentrations were estimated in the spent media using a sensitive single antibody ^3^H-radioimmunoassay performed in a competitive mode. The antibodies were raised in rabbit and purified using affinity chromatography. The E2 tracer, (2,4,6,7-3H estradiol-17β), was purchased from GE Healthcare (Freiburg, Germany) and P4 tracer, [1,2,6,7-3H(N) progesterone], was purchased from PerkinElmer (Boston, United States). Assay standards were prepared in RIA buffer after dissolving the tracers in 100% ethanol. The levels of radioactivity were measured in a liquid scintillation beta-counter containing an integrated RIA-calculation program (TriCarb 2900 TR; PerkinElmer, Germany).

### Determination of Cell Proliferation

Cell proliferation was analyzed by identifying the number of cells in different phases of the cell cycle using flow cytometer analysis. GC were cultured for 8 days as described above. On the 8th day, spent culture media were collected in a 1.5 ml collection tube and centrifuged to pellet floating cells. The cells were washed twice using 1× PBS and then detached from the plate by adding 250 μl of tryplE reagent (Thermo Fisher, United States) to each well. The detached cells were added to the floating cells of the corresponding wells. Cells were pelleted, washed and dissolved in 300 μl of 1× PBS. The cell suspension was subsequently added dropwise into 70% ice cold ethanol and stored at -20°C for 2 h. Then, cells were centrifuged (300 × *g*, 10 min, 4°C), re-suspended in 1 ml RNase solution (1 mg/ml) and incubated at 37°C for 30 min. The PI reagent (final concentration 50 μg/ml) was added to the cells and incubated for 30 min at 37°C in the dark. The fluorescence was quantified from single cells (10,000 counts) using a flow cytometer (EPICS-XL, Beckman-Coulter, Krefeld, Germany). The data were subsequently analyzed using the Multicycle software (Phoenix, United States).

### Methylation Analysis of CpG Sites in *CYP19A1* Promoter 2.0

Methylation of *CYP19A1* at three CpG dinucleotide positions -35, +18, and +30, relative to the GC-specific start site of transcription, in the proximal promoter 2.0 region were analyzed using the bisulfite direct sequencing method. Genomic DNA was isolated from GC cultured under normal oxygen (*n* = 5) and low oxygen (*n* = 5) conditions and modified using the EZ DNA Methylation-Gold kit (Zymo, Freiburg, Germany). PCR was performed using HotStarTaq Plus reagents (Qiagen, Hilden, Germany) and gene specific primers (**Supplementary Data Sheet S1**) at following cycling conditions: pre-incubation at 95°C for 5 min; 40 cycles of denaturation at 95°C for 75 s, annealing at 53°C for 75 s, and extension at 72°C for 35 s. PCR products were analyzed by agarose gel electrophoresis (3%, ethidium bromide stained) and purified using the High Pure PCR Purification Kit (Roche). Sequencing of PCR products was performed at the institutional core facility. The sequence files were evaluated using a Web based software QUMA (QUantification tool for Methylation Analysis), available at http://quma.cdb.riken.jp/top/index.html, to quantify the percent of methylated vs. un-methylated cytosine nucleotides at individual CpG dinucleotides.

### Bioinformatics and Statistical Analysis

All bioinformatic analyses were carried out for the human homologs of DE genes. The enriched gene ontology terms were recognized using WebGestalt, a WEB based gene set analysis tool kit. The canonical pathways and upstream regulators were identified using the Ingenuity pathway analysis tool (IPA, Qiagen, Hilden). Further, hub genes were recognized by constructing a protein-protein interaction network using NetworkAnalyst tool available at www.Networkanalyst.ca. Microarray data analysis was performed using integrated statistical measures available in TAC 4.0 software. Analysis of Variance (ANOVA) was used to calculate the *p*-values, which were further corrected by False Discovery Rate (Benjamini–Hochberg method) measures. Significance levels were set at fold change > |2|, ANOVA *p* < 0.05, and FDR (*q*) < 0.05 for identifying DE genes. The qPCR gene expression, RIA and flow cytometry values were analyzed by using *t*-test in GraphPad prism 5.0 software. Significant changes were acknowledged if *p* < 0.05.

## Results

### Effect of Low Oxygen Levels on the Viability and Steroidogenesis of Granulosa Cells

After subjecting GC to low and normal oxygen levels (**Figure 1** and **Supplementary Figure S1**), the percentage of live, apoptotic and dead cells was determined using flow cytometric analysis by adding propidium iodide (PI) and annexin-V reagents to the detached cells. This revealed that GC did not show significant variation in healthy viable (PI-, Annexin-), apoptotic (PI-, Annexin+) and dead (PI+, Annexin+) cell counts at low oxygen levels compared to cells grown at normal oxygen levels (**Figure 1C**). However, unlike the viability status of the cells, levels of estradiol and progesterone were significantly reduced at low oxygen levels (**Figure 1D**).

**FIGURE 1:**
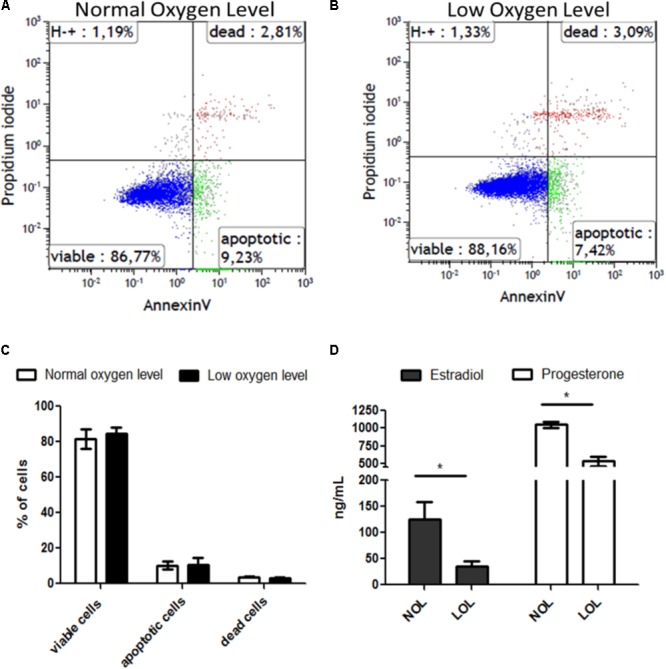
Effect of low oxygen levels on the viability and steroidogenic capacity of granulosa cells. **(A,B)** Visualize representative histograms of cells treated with normal and low oxygen levels, respectively, in flow cytometry analysis. **(C)** Means ± SEM of three independent experiments are represented. **(D)** Estradiol (black bars) and progesterone (white bars) concentrations are shown at low (LOL) and normal oxygen levels (NOL). Results are means ± SEM of three independent experiments. Significant changes were acknowledged with asterisks if *p* < 0.05 in *t*-testing.

### Microarray Data

Raw microarray data files were analyzed using the TAC 4.0 software. 

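Total RNA of granulosa cells held at normal oxygen (NOL 1 to 4, 21% oxygen) or low oxygen (LOL 1 to 4, 1% oxygen) was measured on 8 arrays, 1 per sample. The oxygen level was set on day 6 of culture for 48 h, and the cells were harvested on day 8. The authors made the deposited values with the robust multichip average method, which removes background, normalizes the arrays to each other and gives a log2 signal for each transcript cluster. The values hold 24415 transcript clusters, of which 18643 carry exactly 1 gene name. Each cluster was compared between LOL and NOL with limma, with no further normalization and no filter. A cluster was called differentially expressed where its adjusted p was under 0.05 over all clusters and its fold was over 2, the thresholds of the paper's methods. Pathways and cell types were read from 30 gene lists, each tested against all other clusters with camera at a preset correlation of 0.01 between genes. The lists, their tests and the comparison of the groups were fixed before the deposited values were examined, but after the paper's tables and data sheets had been read. Those sheets hold averages and folds from these same 8 arrays, so the directions of the genes they name were known. The list tests are therefore not independent of the paper's values. Arrays have no counting depth, and no measure of background comes with the values. At NOL, the median log2 signal was 2.70 for oocyte markers and 2.96 for leukocyte markers. Where the lower group of a gene past the adjusted p has a mean log2 signal under 4, its fold is therefore given only as a lower bound (at least), and the fold threshold refers to the signals as measured. If such a gene rose by less than 2-fold, only its log2 difference is given, since the lower quartile of the arrays was also higher at LOL. Neither the paper nor the labels state that the 4 samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.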

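The signals of the 8 arrays had nearly the same spread. The medians were 4.06 to 4.08 in the NOL arrays and 4.12 to 4.18 in the LOL arrays on the log2 scale. The lower quartile was 2.36 to 2.38 at NOL and 2.42 to 2.52 at LOL, and the upper quartile was 6.10 to 6.13 at NOL and 5.97 to 6.04 at LOL. LOL 3 had the highest median and the lowest upper quartile of the 8 arrays. Across transcript clusters, which are not independent replicates, Pearson's r was 0.993 to 0.996 between arrays of the same oxygen level. Between a NOL array and a LOL array it was 0.973 to 0.978, so every array was closer to its own group than to the other.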

Evaluation of data from 3′ and 5′ hybridization controls (**Supplementary Figure S2**) and normalized signal box plots (**Supplementary Figure S3**) indicated that all array files were normal and passed the quality checkup (QC). Subsequent principal component analysis (PCA) of the microarray data sets (**Figure 2A**) showed that the samples from low and normal oxygen treatments were located most distant from each other with a variation of 77.2% on principal component axis 1 (PCA1), thus indicating the remarkable differences of the gene expression profiles between the two treatments. 

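On principal component 1, the 4 NOL samples lay between -37.64 and -36.42 and the 4 LOL samples between 33.91 and 39.83. This component held 73.6% of the variance of the 24415 transcript clusters, each centred and not scaled. The gap between the groups was thus many times the spread within either group. The LOL samples were spread more widely along this axis than the NOL samples. With each cluster scaled to the same variance, the share fell to 47.1%, and with only the called clusters it reached 96.8%.

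**Figure D1:**
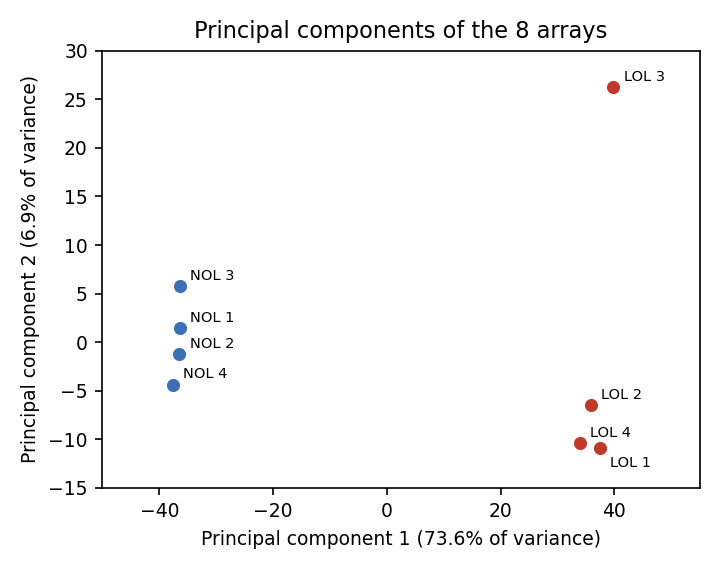
Scores of the 8 arrays on principal component 1 (73.6% of the variance) and principal component 2 (6.90%), 1 point per array, NOL in blue and LOL in red. NOL and LOL separate along the first axis, and LOL 3 stands apart at 26.24 on the second.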

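On principal component 2, LOL 3 had a score of 26.24, whereas LOL 1, LOL 2 and LOL 4 lay between -10.94 and -6.45 and the NOL samples between -4.37 and 5.76. This component held 6.90% of the variance, and principal component 3 held 4.39%. On principal component 3 the NOL samples lay farthest apart, from -14.29 in NOL 4 to 19.05 in NOL 1. The LOL samples lay between -3.22 and 3.96 on that axis. Neither component separated LOL from NOL. In the paper's RNA integrity report, LOL 3 also has the lowest integrity number of the 8 samples, but only by a small margin, and the numbers of all samples are high.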

Further, a mere variation of 6.3 and 3.9% was observed on the PCA2 and PCA3 axes, respectively, which is mainly due the variation between samples treated with low or normal oxygen concentrations.

**FIGURE 2:**
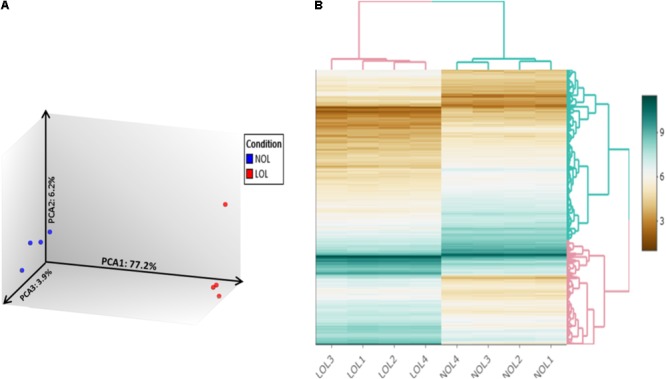
Principle component analysis and clustered heat mapping. Unsupervised principal component analysis visualizes differences in the transcriptomes of bovine GC cultured at normal and low oxygen conditions **(A)**. Blue and red color dots denote individual samples from normal and low oxygen conditions, respectively. Each axis indicates the fraction of percentage of variation out of total mapped variation among samples. **(B)** Hierarchically clustered heatmap of differentially expressed genes between samples treated with normal (NOL1–NOL4) and low oxygen levels (LOL1–LOL4).

A total of 20422 publicly annotated gene clusters (**Supplementary Data Sheet S3**) were identified in the microarray data. Among them, 1104 genes were recognized to be differentially expressed (FC > | 2| ; *p* < 0.05 and FDR < 0.05) between the GC cultured at low and normal oxygen levels (**Supplementary Data Sheet S4**). Specifically, 505 and 599 genes were up- and down-regulated, respectively, at low oxygen levels. 

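LOL changed the expression of 1190 transcript clusters, of which 1083 carry 1 gene name, 46 carry several and 61 carry none. Among the genes past both thresholds were *NDRG1*, a classic hypoxia response gene, which was 12.6-fold higher at LOL (standard error 0.065 on the log2 scale, adjusted p = 2.2e-09), and *LRP8*, a lipoprotein receptor, which was 8.22-fold lower (standard error 0.063 on the log2 scale, adjusted p = 3.7e-09). In 1185 of the 1190 clusters every LOL array lay above or below every NOL array. The adjusted p alone passed 10016 clusters, or 41.0% of all, so the fold threshold decides most of the count. Of the 1104 clusters in the paper's Supplementary Data Sheet S4, 1053 were called with the same direction here. The other 51 passed the adjusted p, with log2 differences of 0.825 to 1.00 in size. A further 137 clusters were called that the sheet does not list, 61 of them without a gene name. Both counts come from the same 8 arrays, so the overlap is no independent evidence.

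**Figure D2:**
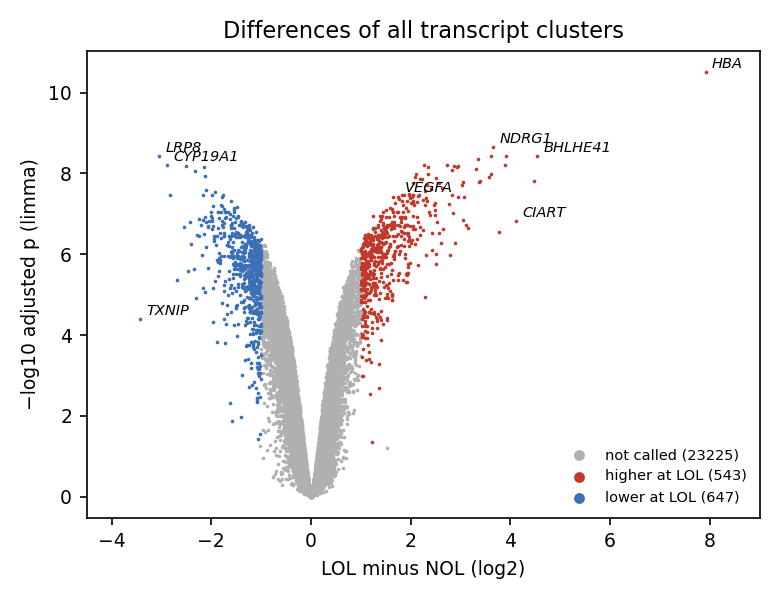
Log2 difference LOL minus NOL (x axis) and −log10 of the adjusted p (y axis) of the 24415 transcript clusters, 1 point each. Red and blue points are the 543 clusters called higher and the 647 called lower at LOL, and grey points were not called.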

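At LOL, 543 transcript clusters were higher and 647 were lower. The rises reached further than the falls, with 90 clusters more than 4-fold higher and 34 more than 4-fold lower. Beyond 8-fold there were 21 higher clusters and 2 lower ones, those of *TXNIP* and *LRP8*. Without the fold threshold, 5017 clusters were higher and 4999 lower. When the fold itself was tested against 2, by limma's treat, 277 higher and 213 lower clusters passed. The median log2 difference over all clusters was 0.06. The balance of directions depended on the scaling, with 479 higher and 783 lower under median centring and 585 and 613 under quantile normalization.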

The abundance of DE genes was visualized in the form of an interactive heat map (with zoom in and out features), which was constructed using shinyHeatmaply package in R studio (**Supplementary Html File S1**). The same heat map is shown in a static form in **Figure 2B**. The top twenty down- and up- regulated genes at low oxygen levels are listed in **Tables 1, 2**.

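The genes with the largest rises at LOL span several functions. *BHLHE41*, a repressor within the circadian clock, was 23.1-fold higher (standard error 0.096 on the log2 scale, adjusted p = 3.7e-09), with NOL 2 lying apart from the other NOL arrays. *PPP1R3C*, which directs protein phosphatase 1 to glycogen, was at least 22.2-fold higher (standard error 0.13 on the log2 scale, adjusted p = 1.6e-08). *CIART*, another clock repressor, was at least 17.3-fold higher, the adhesion adaptor *LIMS2* 14.7-fold, the neurotrophin *BDNF* at least 13.6-fold and the epithelial keratin *KRT18* 12.1-fold higher, with adjusted p from 3.7e-09 to 2.9e-07. *PARP3*, *FGL2*, *NLGN2*, *CALB1*, *PRR7*, *CABP1* and *RAB33A* rose 8.21-fold to 11.9-fold, which are lower bounds in *FGL2*, *CALB1*, *CABP1* and *RAB33A*. A second transcript cluster of *NLGN2* was also called higher, with a log2 difference of 1.48, and LOL 3 lay apart from the other LOL arrays in the first. Among the genes with the largest falls, *GPR85*, an orphan G protein-coupled receptor, was at least 7.15-fold lower (standard error 0.093 on the log2 scale, adjusted p = 3.3e-08) and *GPR50*, a relative of the melatonin receptors, was 5.29-fold lower, with LOL 4 apart from the other LOL arrays. The calcium-binding protein *RGN* was 4.89-fold lower and the sugar transporter *SLC2A10* 4.73-fold lower. *ARHGAP11A*, *RCC2*, *CENPW* and *CTH*, the enzyme that makes cysteine from cystathionine, were at least 4.34-fold to 5.11-fold lower, with NOL 1 lying apart from the other NOL arrays in *RCC2*. The clusters of *RCC2*, *CENPW* and *CTH* carry several names in the array annotation, and the names are those of the paper's Table 1.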

**Table 1:** Top twenty down-regulated genes at low oxic conditions.

Affymetrix ID	Gene symbol	Description	MES at NOL	MES at LOL	FC (NOL/LOL)
12837074	*TXNIP*	Thioredoxin interacting protein	190.01	17.14	11.06
12836232	*LRP8*	Low density lipoprotein receptor-related protein 8, apolipoprotein e receptor	369.64	45.25	8.18
12688063	*CYP19A1*	Cytochrome P450, family 19, subfamily A, polypeptide 1	413.00	54.56	7.56
12849517	*GPR85*	G protein-coupled receptor 85	25.45	3.55	7.15
12818766	*LOC104976005*	Uncharacterized LOC104976005	108.38	16.56	6.53
12786691	*LOC783613*	Dynein light chain 1, cytoplasmic	32	5.31	6.02
12802575	*LOC527388*	Histone H4	93.05	16.11	5.77
12704737	*RRM2*	Ribonucleotide reductase M2	59.71	10.33	5.75
12846849	*LOC786781; CTH*	Cystathionine gamma-lyase-like; cystathionine gamma-lyase	55.33	9.78	5.64
12774048	*RCC2; MIR2358*	Regulator of chromosome condensation 2; microRNA mir-2358	49.52	9.18	5.39
12901592	*CENPW*	Centromere protein W	9.31	1.85	5.01
12800906	*LOC104968446*	Histone H2A type 1	445.72	89.26	4.98
12697409	*ARHGAP11A*	Rho GTPase activating protein 11A	33.12	6.72	4.92
12904800	*GPR50*	G protein-coupled receptor 50	148.05	30.27	4.89
12882714	*CTH*	Cystathionine gamma-lyase	55.33	11.47	4.84
12902815	*RGN*	Regucalcin	92.41	19.15	4.82
12715265	*SLC2A10*	Solute carrier family 2 (facilitated glucose transporter), member 10	83.86	17.63	4.77
12869943	*CCNA2*	Cyclin A2	74.02	16	4.65
12735060	*SRM*	Spermidine synthase	160.89	35.75	4.5
12871633	*ELOVL6*	ELOVL fatty acid elongase 6	352.13	79.34	4.42

*MES, mean expression signal; FC, fold change.*

**Table 2:** Top twenty up-regulated genes at low oxygen conditions.

Affymetrix ID	Gene symbol	Description	MES at NOL	MES at LOL	FC (NOL/LOL)
12812382	*HBA; HBA1*	Hemoglobin, alpha 2; hemoglobin, alpha 1	11.39	2721.14	–239.21
12862249	*BHLHE41*	Basic helix-loop-helix family, member e41	53.07	1144.10	–21.58
12822964	*PPP1R3C*	Protein phosphatase 1, regulatory subunit 3C	13.54	272.47	–20.04
12846870	*CIART*	Circadian associated repressor of transcription	15.56	261.37	–16.81
12900682	*VNN1*	vanin 1	20.25	302.33	–14.97
12776671	*LIMS2*	LIM and senescent cell antigen-like domains 2	22.47	312.99	–13.9
12894529	*LOXL2*	Lysyl oxidase-like 2	33.82	436.54	–12.94
12733712	*BDNF*	Brain-derived neurotrophic factor	11.63	141.04	–12.15
12864766	*KRT18*	Keratin 18	43.11	522.75	–12.09
12721948	*NDRG1*	N-myc downstream regulated 1	153.27	1833.01	–11.96
12798624	*PARP3*	Poly (ADP-ribose) polymerase family, member 3	18.76	219.79	–11.67
12850003	*FGL2*	Fibrinogen-like 2	12.99	139.10	–10.71
12766049	*NLGN2*	Neuroligin 2	45.88	477.71	–10.39
12723335	*CALB1*	Calbindin 1, 28kDa	7.31	74.54	–10.14
12889942	*ZNF395*	Zinc finger protein 395	44.63	430.53	–9.65
12727781	*TAGLN*	Transgelin	46.20	418.76	–9.09
12837477	*ACKR3*	Atypical chemokine receptor 3	35.01	298.17	–8.52
12881035	*PRR7*	Proline rich 7 (synaptic)	19.97	166.57	–8.32
12741966	*CABP1*	Calcium binding protein 1	7.16	58.08	–8.11
12903629	*RAB33A*	RAB33A, member RAS oncogene family	16.44	133.43	–8.09

*MES, mean expression signal; FC, fold change.*

Particularly, *TXNIP* (thioredoxin interacting protein) showed strongest down-regulation (FC = 11.06; *q* = 4.12E-05), whereas *HBA*, encoding hemoglobin alpha chain, showed strongest up-regulation (FC = 239.21; *q* = 3.04E-11) under low oxygen conditions. 

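*HBA*, which encodes the alpha chain of hemoglobin, was below the median signal at NOL and among the strongest signals at LOL. Its log2 signal was 3.47 ± 0.16 (SD, n = 4) at NOL and 11.38 ± 0.061 (SD, n = 4) at LOL in transcript cluster 12812382. This is a rise of at least 241-fold (standard error 0.085 on the log2 scale, adjusted p = 3.1e-11). *TXNIP*, an inhibitor of thioredoxin and of glucose uptake, had a log2 signal of 7.52 ± 0.92 (SD, n = 4) at NOL and 4.08 ± 0.11 (SD, n = 4) at LOL in transcript cluster 12837074. It was 10.8-fold lower at LOL (standard error 0.37 on the log2 scale, adjusted p = 4.1e-05). The 4 NOL samples spread from 6.42 to 8.43 in *TXNIP*, whereas the LOL samples spread from 3.94 to 4.18, so the fold depends on the NOL sample it is set against.

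**Figure D3:**
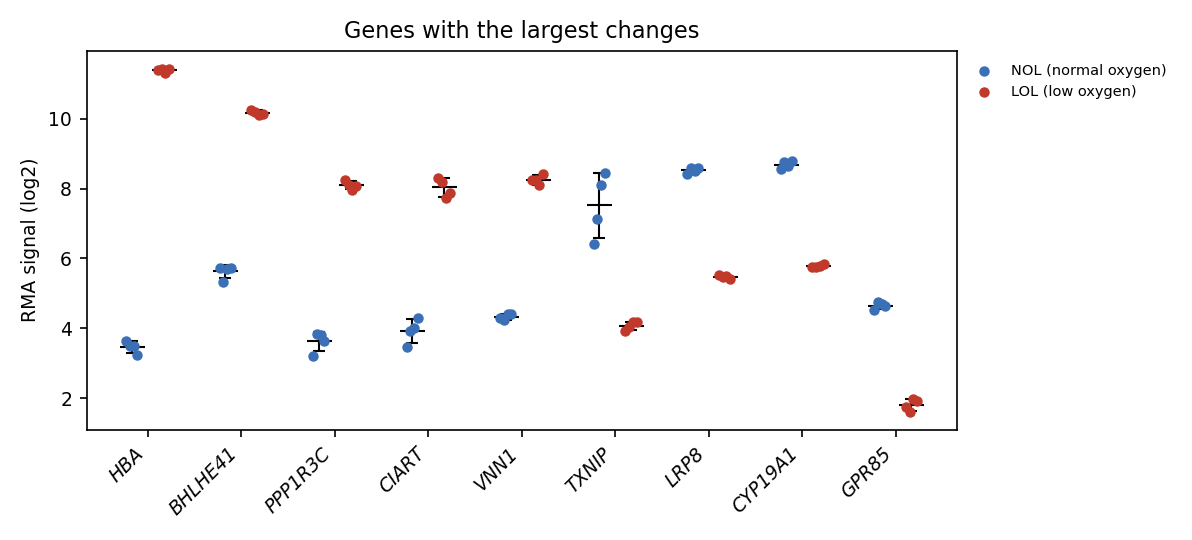
Log2 RMA signal (y axis) of 9 genes with large changes, 1 point per array, NOL in blue and LOL in red; lines are the mean and the SD of 4 arrays. The groups do not overlap in any of these genes, and *TXNIP* has the widest spread among the NOL arrays.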

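Granulosa cell marker genes fell at LOL. The transcription factor *FOXL2* was 3.51-fold lower (standard error 0.11 on the log2 scale, adjusted p = 1.1e-06) and the FSH receptor *FSHR* was 3.31-fold lower (standard error 0.068 on the log2 scale, adjusted p = 8.9e-08). *CYP19A1*, the aromatase that makes estradiol, was 7.44-fold lower (standard error 0.068 on the log2 scale, adjusted p = 6.2e-09). Genes of blood vessel growth rose, with *VEGFA* 3.36-fold higher (standard error 0.060 on the log2 scale, adjusted p = 3.7e-08) and *ANGPT2* at least 5.93-fold higher (standard error 0.13 on the log2 scale, adjusted p = 2.9e-07). *ANGPTL4*, *VCAM1*, *VEGFB* and the endothelin receptor *EDNRA* were 4.88-fold, 3.77-fold, 2.21-fold and 2.11-fold higher, with adjusted p from 6.0e-08 to 1.2e-04. Without NOL 4, *EDNRA* had a log2 difference of 0.98 and was no longer past the fold threshold. Of the genes of inflammation, the pantetheinase *VNN1* was 15.1-fold higher (standard error 0.079 on the log2 scale, adjusted p = 3.7e-09). *VNN2* was at least 4.41-fold higher and *PTGES*, which makes prostaglandin E, was 5.50-fold higher, with 1 NOL array apart from the other NOL arrays in each of these 2 genes. The groups of 4 arrays did not overlap in any of these 12 genes.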

Other important changes comprised down-regulation of granulosa cell marker genes, *FOXL2* (FC = 3.48; *q* = 1.08E-06), *FSHR* (FC = 3.17; *q* = 8.66E-08) and *CYP19A1* (FC = 7.56; *q* = 6.21E-09) and up-regulation of genes associated with angiogenesis, *VEGFA* (FC = 3.37; *q* = 3.46E-08), *VEGFB* (FC = -2.21; q = 1.91E-06), *VCAM1* (FC = -3.91; *q* = 2.93E-06), *EDNRA* (FC = -2.1; *q* = 0.0001), *ANGPT2* (FC = -5.63; *q* = 2.96E-07) and *ANGPTL4* (FC = -4.86; *q* = 5.90E-08), and inflammation related genes, *PTGES* (FC = -5.23; *q* = 6.12E-08), *VNN2* (FC = -4.14; *q* = 1.50E-07) and *VNN1* (FC = -14.97; *q* = 3.80E-09). Further on, multiple uncharacterized genes (*LOC104976005, LOC783613, LOC527388, LOC786781358*, and *LOC104968446* etc.) were found to be regulated by differential oxygen concentrations. However, their functions with respect to granulosa and luteal cell function is not yet known.

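The 5 uncharacterized or predicted genes of Table 1 fell at LOL, all past both thresholds. *LOC104976005* was 6.49-fold lower (standard error 0.21 on the log2 scale, adjusted p = 4.4e-06) and *LOC527388*, annotated as a histone H4, was 5.70-fold lower (standard error 0.062 on the log2 scale, adjusted p = 6.6e-09). *LOC786781*, a cystathionine gamma-lyase-like gene, was at least 5.56-fold lower, *LOC783613*, a dynein light chain, at least 5.39-fold lower and *LOC104968446*, a histone H2A, 5.03-fold lower. The adjusted p of the last 3 lay between 8.6e-09 and 2.6e-06. In *LOC783613*, NOL 2 and LOL 4 each lay apart from the other arrays of their group. The clusters of *LOC104976005*, *LOC527388*, *LOC786781* and *LOC104968446* carry another name or several names in the array annotation, so the names are those of the paper's Table 1.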

Microarray data were validated using RNA samples isolated from three independent experiments, different from those used for microarray analysis. A total of six genes were selected for re-assessing the expression values. These include, up-regulated (*VNN2* and *VEGFA*), down-regulated (*FSHR* and *CYP19A1*) and un-regulated genes (*NR5A2* and *OXT*). The normalized expression of all these genes was found to be similar in both qPCR and microarray estimations (**Figure 3**).

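On the linear scale of the array signals, *VEGFA* rose from 725 ± 37.8 (SD, n = 4) at NOL to 2432 ± 50.7 (SD, n = 4) at LOL, and *VNN2* rose from 12.9 ± 1.38 to 56.8 ± 4.63. *FSHR* fell from 399 ± 12.7 at NOL to 121 ± 8.63 at LOL, and *CYP19A1* fell from 411 ± 30.8 to 55.2 ± 1.49. *NR5A2*, a nuclear receptor that drives steroidogenic genes, was at 575 ± 13.1 and 624 ± 10.2. Its log2 difference was 0.12 (standard error 0.053, adjusted p = 0.105). *OXT*, which encodes oxytocin, was at 1445 ± 91.0 and 1285 ± 25.5, with a log2 difference of -0.17 (standard error 0.063, adjusted p = 0.0597). *NR5A2* and *OXT* thus did not pass the test, though *NR5A2* passed the adjusted p under 3 of the other settings and *OXT* under 6, among them without NOL 1 (log2 difference -0.21). Over all settings run, the log2 difference of *NR5A2* lay between 0.052 and 0.13 and that of *OXT* between -0.23 and -0.14.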

**FIGURE 3:**
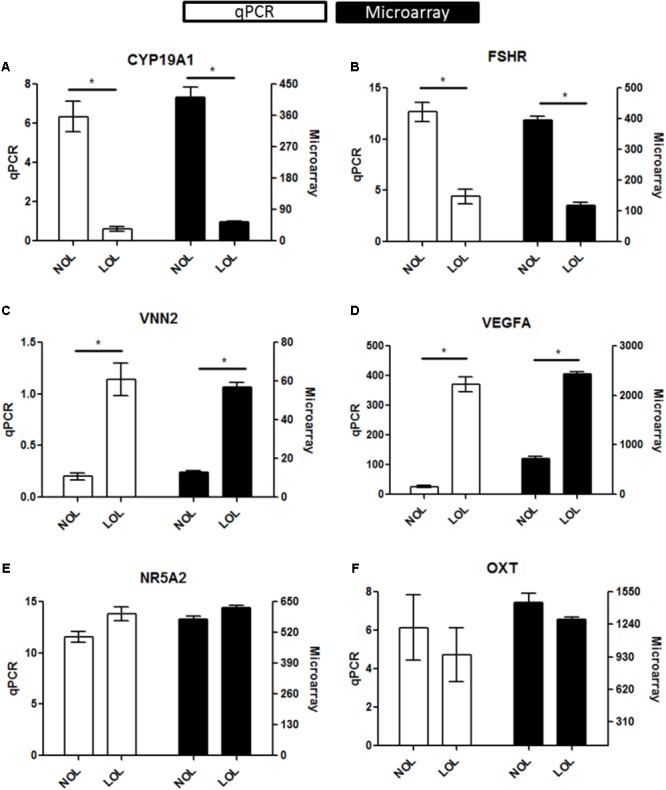
qPCR evaluation of microarray data: Diagrams **(A–F)** represent data of selected marker genes *CYP19A1, FSHR, VNN2, VEGFA, NR5A2*, and *OXT*. The left vertical axis indicates the qPCR gene expression values (Mean ± SEM), whereas the right vertical axis indicates the linear hybridization signal values from microarray data. On the X-axis, NOL indicates normal oxygen and LOL low oxygen level condition. Significant changes (^∗^) were acknowledged if *p* < 0.05 for qPCR values in *t*-testing. Significance was attributed to microarray signals if the Fold change > |2|, ANOVA *p* < 0.05, and FDR *q* < 0.05.

### Bioinformatics Interpretations

All bioinformatic analyses were performed for the human homologs of DE genes. Initially, GO terms were generated separately for up- and down-regulated genes using the WebGestalt tool (**Figure 4**). This indicated the prioritized list of biological processes, cell components and molecular function categories for genes regulated by differential oxygen levels. For Example: 192 and 71 up-regulated genes are involved in “cell communication” and “cell proliferation,” respectively, at LOL compared to 162 and 78 genes (down-regulated at LOL) at NOL, respectively. Likewise, genes localized in the nucleus are prioritized at LOL whereas membrane proteins are prioritized at NOL. 

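Of 53 measured genes of the extracellular matrix, 33 rose and 6 fell at LOL at the adjusted p, and 14 did not pass it. Adjusted over the list alone, the counts were again 33 and 6. The lysyl oxidase *LOXL2*, which cross-links collagen, was 12.2-fold higher (standard error 0.098 on the log2 scale, adjusted p = 1.0e-08). The matricellular proteins *CCN1* and *CCN2* were 6.59-fold and 4.70-fold higher, and the serine protease *HTRA3* was 3.35-fold higher, with LOL 4 apart from the other LOL arrays. *SPARC* and *TIMP2*, the strongest signals that did not pass, had log2 differences of 0.050 and -0.045 (adjusted p = 0.487 and 0.613), and that of *SPARC* turned negative under quantile normalization and median centring. Markers of smooth muscle and fibroblasts rose too, 16 of 18 with none lower, and 17 adjusted over the list alone. *TAGLN* was 8.89-fold, *ACTG2* 3.69-fold, *MYH11* 3.38-fold and *CNN1* 3.16-fold higher, whereas *RGS5* and *THY1* had log2 differences of 0.077 and 0.45 and did not pass, with *THY1* at 0.62 and past the test without NOL 4. As a set, the matrix genes were higher than other genes by camera (adjusted p = 2.1e-06), but not with their own correlation (adjusted p = 0.153 with an estimated correlation). The smooth muscle and fibroblast markers passed both ways (adjusted p = 2.2e-07, and 0.0493 with an estimated correlation).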

There were 21 genes identified to have extracellular matrix functions at LOL compared to eight genes at NOL. Similar observations can also be noticed with respect to different molecular functions at different oxygen levels. Further, to understand the detailed functional changes induced by differential oxygen concentrations, enriched canonical pathways were identified using IPA. Among 283 different canonical pathways identified by IPA (**Supplementary Data Sheet S5**), 36 were significantly enriched (*p* < 0.05) and among them 17 were showing either positive or negative *z* score values (**Table 3**), which indicate the propensity of a particular pathway under given treatments.

**FIGURE 4:**
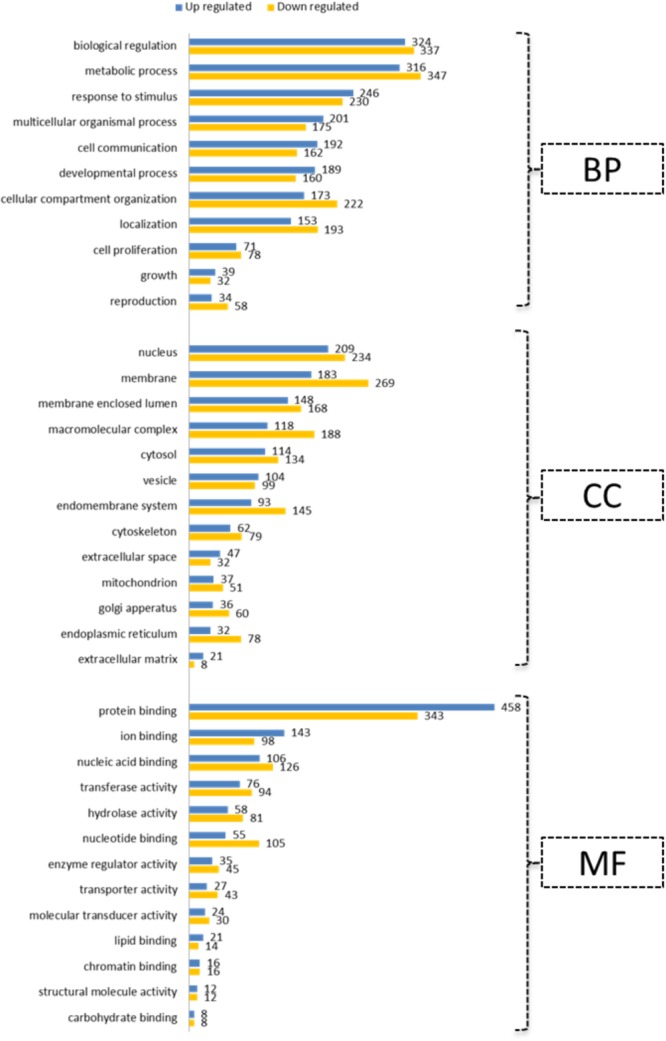
Gene ontology annotations. Up- and down-regulated genes under low oxygen conditions were subjected to GO slim annotations. The submitted genes were classified into categories of 11 biological processes (BP), of 13 cell components (CC) and of 13 molecular functions (MF). Vertical axes indicate prioritized functions and horizontal axes indicate the number of genes associated with each of the represented annotations.

**Table 3:** List of canonical pathways enriched for differentially expressed genes in IPA.

Ingenuity canonical pathways	*P*-value	*z*-score	Molecules
Estrogen-mediated S-phase entry	8.71E-06	3	CCNA2/E2F4/CCNE2/CDKN1A/CDKN1B/ESR1/ CDK1/CDC25A/SKP2
Mitotic roles of polo-like kinase	0.000135	2.53	KIF23/PLK4/CDC20/TGFB1/PTTG1/PRC1/CDC16/ CDK1/KIF11/CCNB1/CDC25A/SMC1A
Cyclins and cell cycle regulation	0.000457	3.317	CCNA2/E2F4/CCNE2/CCND2/TGFB1/HDAC11/ CDKN1A/TGFB2/CDKN1B/CDK1/CCNB1/SKP2/CDC25A
Aryl hydrocarbon receptor signaling	0.000537	3.051	GSTA3/CCNE2/NQO1/APAF1/CYP1B1/CHEK1/ CCNA2/JUN/CCND2/TGFB1/RARA/NEDD8/ CDKN1A/TGFB2/HSPB7/DHFR/CDKN1B/ESR1
Cell cycle: G2/M DNA damage checkpoint regulation	0.001778	–2.333	TOP2B/GADD45A/CDKN1A/TOP2A/BORA/ CDK1/CHEK1/CCNB1/SKP2
Retinoic acid Mediated apoptosis signaling	0.003162	0.378	TIPARP/RARA/ZC3HAV1/APAF1/CYCS/ PARP3/CRABP2/TNFRSF10A
Cell cycle: G1/S checkpoint regulation	0.004677	–1.89	E2F4/CCNE2/CCND2/TGFB1/HDAC11/ CDKN1A/TGFB2/CDKN1B/CDC25A/SKP2
p53 signaling	0.004898	–1.265	PIK3R3/PCNA/CCND2/JUN/GADD45A/THBS1/PIK3CG/ PIK3R1/CDKN1A/PIAS1/APAF1/TNFRSF10A/BIRC5/CHEK1
AMPK signaling	0.006761	–0.728	PFKFB3/RAB27A/CPT1A/SLC2A1/RAB3A/PIK3R1/CPT1B/ PFKL/PFKP/EIF4EBP1/PIK3R3/CCNA2/ GYS1/PFKFB4/FASN/PIK3CG/CDKN1A/PRKAA2/AK4/ ACACA/HMGCR/PHF10
Interferon signaling	0.010233	2.449	SOCS1/OAS1/PTPN2/MX1/PIAS1/TAP1
ATM signaling	0.012882	–0.302	JUN/SMC2/GADD45A/FANCD2/H2AFX/CDKN1A/ZEB1/CDK1/ CHEK1/CCNB1/CDC25A/SMC1A
Type I diabetes mellitus signaling	0.0302	1	TRAF6/SOCS1/SOCS3/PIAS1/HLA-B/APAF1/CYCS/ SOCS4/HLA-DQB1/IL1R1/MAP3K5
SAPK/JNK signaling	0.034674	0.302	MAP4K2/PIK3R3/MAP3K9/JUN/GADD45A/PIK3CG/ MAP3K13/PIK3R1/DUSP10/MAP3K5/MAP3K2
CD27 signaling in lymphocytes	0.040738	–1.633	MAP3K9/JUN/MAP3K13/APAF1/ CYCS/MAP3K5/MAP3K2
Death receptor signaling	0.041687	0.632	ACTA2/TIPARP/ZC3HAV1/APAF1/CYCS/ HSPB7/ACTG2/PARP3/MAP3K5/TNFRSF10A
Role of CHK proteins in cell cycle checkpoint control	0.044668	–0.447	PCNA/E2F4/CDKN1A/CDK1/ CHEK1/RAD1/CDC25A
NRF2-mediated oxidative stress response	0.046774	–0.816	GSTA3/PIK3R1/NQO1/DNAJC3/DNAJC10/JUNB/MAP3K5/MAFF/ PIK3R3/HMOX1/JUN/ACTA2/DNAJB11/PIK3CG/ACTG2/ FKBP5/HACD3

Importantly, pathways associated with cellular proliferation including Estrogen-mediated S-phase Entry (*p* = 8.70964E-06), Cyclins and Cell Cycle regulation (*p* = 0.000457088), Cell Cycle: G2/M DNA Damage Checkpoint Regulation (*p* = 0.001778279), and Cell Cycle: G1/S Checkpoint Regulation (*p* = 0.004677351) were strongly affected by the oxygen concentration in granulosa cells.

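Genes of the cell cycle fell together at LOL. Of 59 measured genes of G2/M phase and mitosis, 56 fell, none rose and 3 did not pass the adjusted p. Of 66 genes of DNA replication and S phase, 42 fell, 7 rose and 17 did not pass. Adjusted over the list alone, 58 genes of G2/M phase were lower and none was higher, and 44 genes of S phase were lower and 7 higher. Cyclin A2, *CCNA2*, was at least 4.72-fold lower (standard error 0.096 on the log2 scale, adjusted p = 1.3e-07), and the mitotic motors *KIF11* and *CENPE* were at least 3.84-fold and at least 3.67-fold lower. *DEPDC1* was at least 4.20-fold lower, *RRM2*, a subunit of the enzyme that makes deoxynucleotides, at least 5.84-fold lower, and *SKP2*, which marks cell cycle inhibitors for degradation, at least 3.36-fold lower. *ASF1B* and *POLE*, a histone chaperone and a replicative DNA polymerase, were at least 3.64-fold and at least 3.12-fold lower. *UBE2C* and *NCAPG* did not pass in the G2/M list, with log2 differences of -0.17 and -0.35 (adjusted p = 0.0773 and 0.0625). *KIF14* did not pass either. *UBE2C* passed without LOL 3, at -0.22, and *NCAPG* without LOL 2 or LOL 4, at -0.42 and -0.41. *TYMS* and *CDK4* did not pass in the S phase list, at -0.028 and 0.052, and the sign of both turned under another scaling. As sets, both were lower than other genes by camera (adjusted p = 2.4e-26 for G2/M phase and 6.6e-10 for S phase). With an estimated correlation, camera's adjusted p was 0.0258 for G2/M phase and 0.0330 for S phase.

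**Figure D4:**
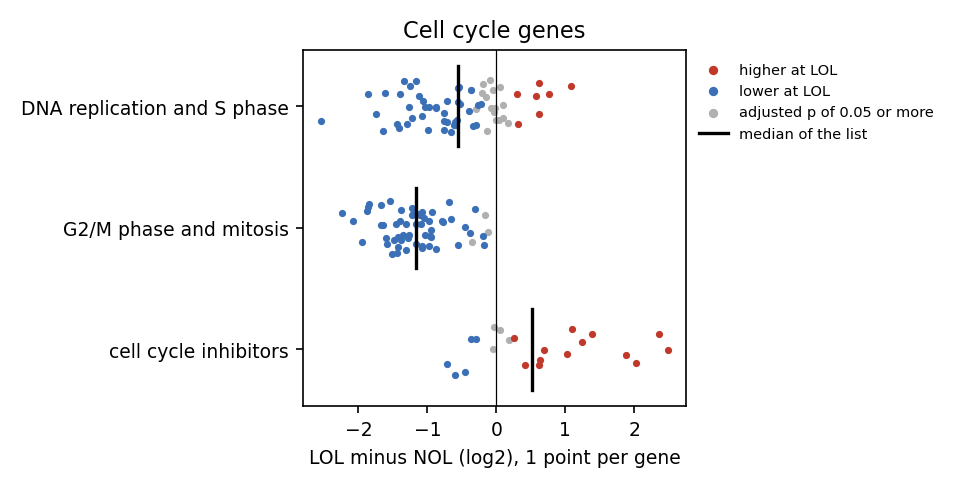
Log2 difference LOL minus NOL of the measured genes of 3 cell cycle lists, 1 point per gene, with the median of each list as a black line. Blue genes were lower and red genes higher at an adjusted p under 0.05, with 56 of 59 genes of G2/M phase in blue.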

Further, a zero order PPI network was identified among the DE genes to recognize the critical hub genes affected by the oxygen concentration. The resultant network contained 414 nodes with 874 connecting edges (**Figure 5** and **Supplementary Data Sheet S6**). The hub genes were ranked based on their interacting degree and betweenness in the PPI network. Importantly, *ESR1* was identified to be the most highly ranked hub gene with a degree = 70 and betweenness = 20183. It is followed by *KIAA0101* with a degree = 65 and betweenness = 16119. 

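*ESR1*, the estrogen receptor alpha, fell 2.18-fold at LOL (standard error 0.11 on the log2 scale, adjusted p = 1.8e-05). A second transcript cluster of *ESR1* had a log2 difference of -0.745 (adjusted p = 0.00147) and did not reach the fold threshold, and the mean of both clusters lay at -0.935. *KIAA0101*, a PCNA-binding protein also named PCLAF, fell at least 2.10-fold (standard error 0.17 on the log2 scale, adjusted p = 6.8e-04). Without NOL 4 or without LOL 1, *KIAA0101* had log2 differences of -0.947 and -0.951 and was under the fold threshold. Every LOL array was lower than every NOL array in the first cluster of *ESR1* and in *KIAA0101*.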

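Among the other hub genes, *TRAF6*, an adaptor of toll-like receptor signaling, was 2.15-fold higher at LOL and *JUN*, a subunit of the transcription factor AP-1, was 3.00-fold higher (standard error 0.090 on the log2 scale, adjusted p = 6.3e-07). *IQCB1*, a protein of the primary cilium, was 2.75-fold higher. Genes of cell division fell, with *CDK1*, the kinase that starts mitosis, at least 2.99-fold lower (standard error 0.14 on the log2 scale, adjusted p = 9.0e-06), *CDC20* 2.70-fold lower and cyclin B1, *CCNB1*, 2.05-fold lower. The RNA-binding proteins *HNRNPM*, *DHX9* and *HNRNPA2B1* were 3.46-fold, 2.72-fold and 2.46-fold lower, with NOL 2 and LOL 3 apart from their groups in *HNRNPA2B1*. *H2AFX*, the histone of the DNA damage response also named H2AX, fell by 1.32 on the log2 scale, and *CALM3* was 2.25-fold, *NEDD8* 2.20-fold and *SMN2* 2.06-fold lower. *EWSR1* was 1.97-fold lower (standard error 0.092 on the log2 scale, adjusted p = 1.7e-05) and so passed the adjusted p but not the fold threshold. The adjusted p of the called hub genes named here ran from 1.9e-07 to 1.0e-03. *CCNB1* and *SMN2* lay close to 2-fold and were no longer called under quantile normalization (log2 differences -0.98 and -0.965), *CCNB1* also without NOL 3, LOL 1 or LOL 4 (-0.95, -0.984 and -0.93) and *SMN2* without NOL 1 or LOL 3 (-0.998 and -0.958). *EWSR1* was called without NOL 1, NOL 2 or LOL 3 (-1.042, -1.002 and -1.03) and under median centring.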

The top 20 ranked hub genes in the PPI network along with their degree and betweenness of interaction were mentioned in the **Table 4**.

**FIGURE 5:**
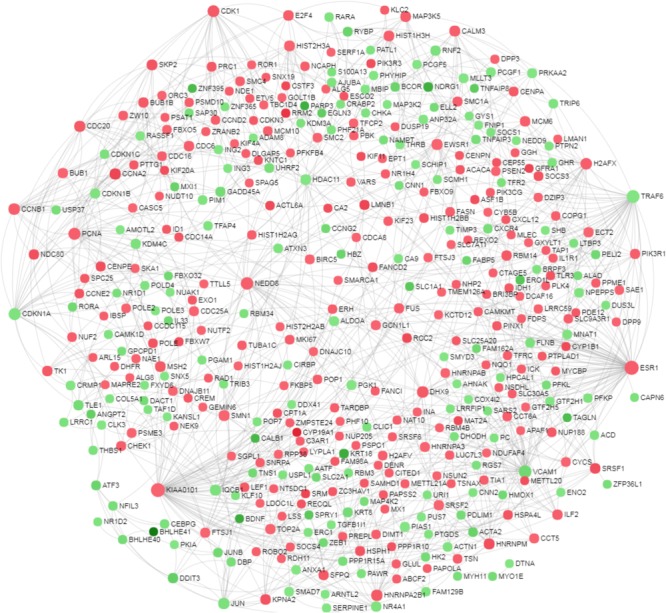
Network based meta-analysis of differentially expressed genes. A zero order protein-protein interaction network was identified among the differentially expressed genes of the microarray data to recognize the critical hub genes. The nods with green and red color indicate down- and up-regulated transcripts under low oxygen conditions.

**Table 4:** List of hub genes.

Gene symbol	Description	Degree	Betweenness	FC (NOL/LOL)
*ESR1*	Estrogen receptor 1	70	20183.19	2.19
*KIAA0101*	KIAA0101 ortholog	65	16118.99	2
*TRAF6*	TNF receptor-associated factor 6, E3 ubiquitin protein ligase	42	14937.06	–2.15
*VCAM1*	Vascular cell adhesion molecule 1	38	7215.39	–3.91
*NEDD8*	Neural precursor cell expressed, developmentally down-regulated 8	35	7411.9	2.25
*CDKN1A*	Cyclin-dependent kinase inhibitor 1A (p21, Cip1)	28	8569.35	–2.38
*PCNA*	Proliferating cell nuclear antigen	28	6574.45	2.35
*CDK1*	Cyclin-dependent kinase 1	25	5767.09	2.72
*H2AFX*	H2A histone family, member X	22	3622.03	2.51
*DHX9*	DEAH (Asp-Glu-Ala-His) box helicase 9	19	3123.61	2.72
*CCNB1*	cyclin B1	19	3076.66	2.3
*HNRNPA2B1*	Heterogeneous nuclear ribonucleoprotein A2/B1	18	3934.21	2.62
*JUN*	Jun proto-oncogene	17	5189.28	–2.88
*CCNA2*	Cyclin A2	16	2692.33	4.65
*EWSR1*	EWS RNA-binding protein 1	16	2686.22	2
*CDC20*	Cell division cycle 20	16	1854.56	2.74
*CALM3*	Calmodulin 3 (phosphorylase kinase, delta)	14	4101.26	2.28
*IQCB1*	IQ motif containing B1	14	1982.65	–2.88
*SMN2*	Survival of motor neuron 2, centromeric	14	1913.5	2.01
*HNRNPM*	Heterogeneous nuclear ribonucleoprotein M	14	1362.04	3.46

### Low Oxygen Levels Affect Cellular Proliferation

Ingenuity pathway analyzer analysis revealed that pathways related to the cell cycle were found to be majorly affected under low oxygen concentration. To validate this finding, GC were analyzed in a flow cytometer to determine the percent of cells in different stages of the cell cycle. Confirming the IPA analysis, flow cytometry analysis showed that GC were significantly arrested in G0/G1 phase with significantly less numbers of cells undergoing cellular proliferation at LOL (**Figures 6A,B**). Specifically, 96.68 ± SEM 0.3% of GC underwent the cell cycle arrest in the G0/G1 phase, which further ceases the cellular replication as only 1.6 ± SEM 0.1% of cells were found to be in the S phase of the cell cycle at LOL (**Figure 6C**). Whereas 91.13 ± SEM 1.5% and 6.4 ± SEM 1.6% of cells were found to be in the G0/G1 phase and S-Phase of the cell cycle, respectively, at normal oxygen conditions. No significant differences were observed in the number of cells at sub G0/G1 and G2/M phases at low and normal oxygen treatments. 

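On the arrays, *CCND2*, the D-type cyclin induced by FSH, had a log2 signal of 10.06 ± 0.050 (SD, n = 4) at NOL and 8.79 ± 0.071 (SD, n = 4) at LOL. This is 2.40-fold lower at LOL (standard error 0.061 on the log2 scale, adjusted p = 2.6e-07). *PCNA*, the sliding clamp of DNA polymerase, had a log2 signal of 7.53 ± 0.043 at NOL and 6.28 ± 0.070 at LOL. It was 2.38-fold lower (standard error 0.060 on the log2 scale, adjusted p = 2.4e-07). The LOL arrays lay below the NOL arrays without overlap in both genes.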

Further, qPCR analysis of proliferation markers, CCND2 (**Figure 6D**) and PCNA (**Figure 6E**), showed that low oxygen levels significantly down-regulated the expression of these marker transcripts, which in turn supports the data of flow cytometer and IPA analysis.

**FIGURE 6:**
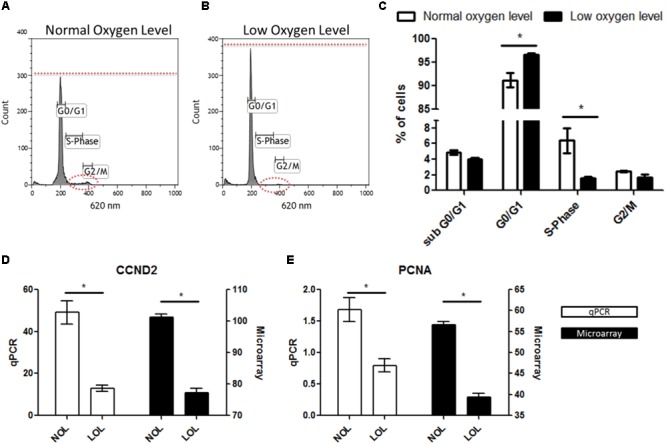
Effects of low oxygen levels on granulosa cell proliferation. **(A,B)** Represent flow cytometry histograms of PI stained granulosa cells after normal and low oxygen level treatments, respectively. Differences in the relative fluorescence at G0/G1, S and G2/M phases were marked with dotted lines. **(C)** Mean ± SEM values of three independent experiments showing numbers of cells in different phases of the cell cycle. **(D,E)** Transcript abundance of *CCND2* and *PCNA* in granulosa cell at normal and low oxygen conditions. Significant differences (asterisks) were acknowledged when *p* < 0.05 in *t*-testing.

### Methylation Analysis of the *CYP19A1* Proximal Promoter P 2.0

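The log2 signal of *CYP19A1* on the arrays was 8.68 ± 0.11 (SD, n = 4) at NOL and 5.79 ± 0.039 (SD, n = 4) at LOL. The NOL arrays ranged from 8.55 to 8.78 and the LOL arrays from 5.75 to 5.84. *HSD17B1*, the enzyme that reduces estrone to estradiol, went the other way and was 3.83-fold higher at LOL (standard error 0.14 on the log2 scale, adjusted p = 2.8e-06).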

The present microarray and qPCR data revealed that *CYP19A1* expression is down-regulated in GC cultured at low oxygen conditions. It has been shown that the *CYP19A1* gene is methylated at three CpG sites that are present in the proximal promoter region at positions -35, +18 and +30 in granulosa derived luteal cells *in vivo* (Vanselow et al., 2005, 2010). Therefore, these individual CpG nucleotides were analyzed as a marker for complete luteinization in cultured GC at low and normal oxygen levels. Sequencing of bisulfite modified DNA revealed that these CpG sites are completely unmethylated (100%) in all 10 candidate DNA samples, isolated from independently cultured granulosa cells. The corresponding sequence of the *CYP19A1* proximal promoter and chromatogram of sequenced but modified DNA are shown in **Figure 7**.

**FIGURE 7:**
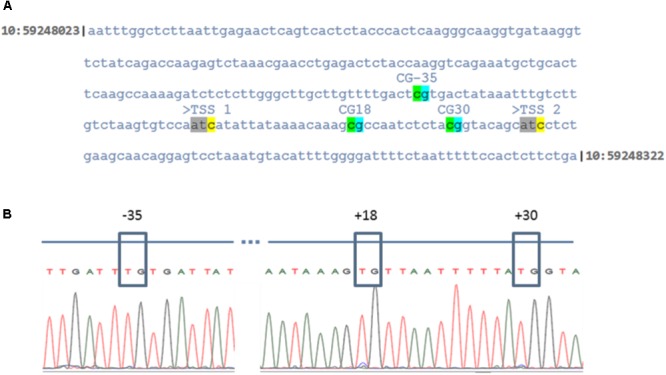
DNA methylation levels of the proximal *CYP19A1* promoter region in granulosa cells at low and normoxic conditions. **(A)** Indicates the sequence of genomic DNA corresponding to the *CYP19A1* proximal promoter region on chromosome 10 between the genomic region, 59248023 to 59248322. The three CpG sites with respect to the main ovarian transcription start site (TSS 2) are highlighted. **(B)** Electropherogram of the bisulfite treated and sequenced *CYP19A1* promoter region. The CpG sites were boxed to show that cytosine residues were unmethylated in all samples irrespective of differential oxygen treatment.

## Discussion

Ovarian follicles are highly dynamic structures, which undergo sequential maturation, ovulation and luteinization processes during a successful reproductive cycle. Due to the lack of direct blood supply, pO_2_ in the follicular fluid is found to decrease during follicular maturation, reaching lowest levels in preovulatory follicles (Fischer et al., 1992). Increased accumulation of lactate and of the hypoxia inducible factor 1a (HIF1a) in the follicular fluid additionally indicate the existence of low oxygen conditions in ovarian follicles (Harris et al., 2007; Duncan et al., 2008; Kim et al., 2009). In the present study, the observed absence of significant changes in the viability and apoptotic status of GC at LOL compared to NOL intuitively indicated that GC might be naturally adapted to survive under low oxygen levels.

However, contrasting observations were reported in other cell types in which apoptosis was induced by low oxygen levels (Zheng et al., 2012). Further, by analyzing the mRNA transcriptome, we could show that low oxygen levels alter the gene expression profile of granulosa cells in a highly specific manner.

### Low Oxygen Levels Induce Early Luteinization Associated Changes of the Transcriptome in Granulosa Cells

A clear separation of samples treated with low and normal oxygen levels on PCA1 of principal component analysis visibly indicated that the oxygen concentration could remarkably affect the global gene expression profile in granulosa cells. The subsequent data analysis resulted in the identification of 1104 differentially expressed genes under low oxygen concentrations. 

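Genes of FSH and cAMP signaling went both ways at LOL. Of 40 measured, 9 rose, 13 fell and 18 did not pass the adjusted p, against 10 and 13 adjusted over the list alone. Those that fell beyond 2-fold were *FSHR*, the adenylyl cyclase *ADCY6* and the cAMP-responsive factor *CREM*, which was at least 2.92-fold lower (standard error 0.10 on the log2 scale, adjusted p = 1.7e-06). *AKAP12*, an anchor of protein kinase A, was 3.17-fold higher and the phosphodiesterase *PDE4C* was at least 2.89-fold higher. The LH receptor *LHCGR*, which FSH induces in granulosa cells, was at least 1.77-fold lower, with a log2 signal of 4.51 ± 0.13 (SD, n = 4) at NOL and 3.69 ± 0.33 (SD, n = 4) at LOL. It passed the adjusted p (0.00143) but not the fold threshold, and its signals are close to the median of the arrays. *GNAS* and *PRKAR2A* had log2 differences of -0.12 and -0.14 and did not pass (adjusted p = 0.103 and 0.0727), though *GNAS* passed under 5 of the other settings and *PRKAR2A* under 4, with the sign of *GNAS* turned in the mean of its clusters and LOL 2 apart from the other LOL arrays in *PRKAR2A*. As a set, these genes did not pass camera's test against other genes (adjusted p = 0.230). The median of the list was 0.021 and its mean -0.089, so they differ in sign.

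**Figure D5:**
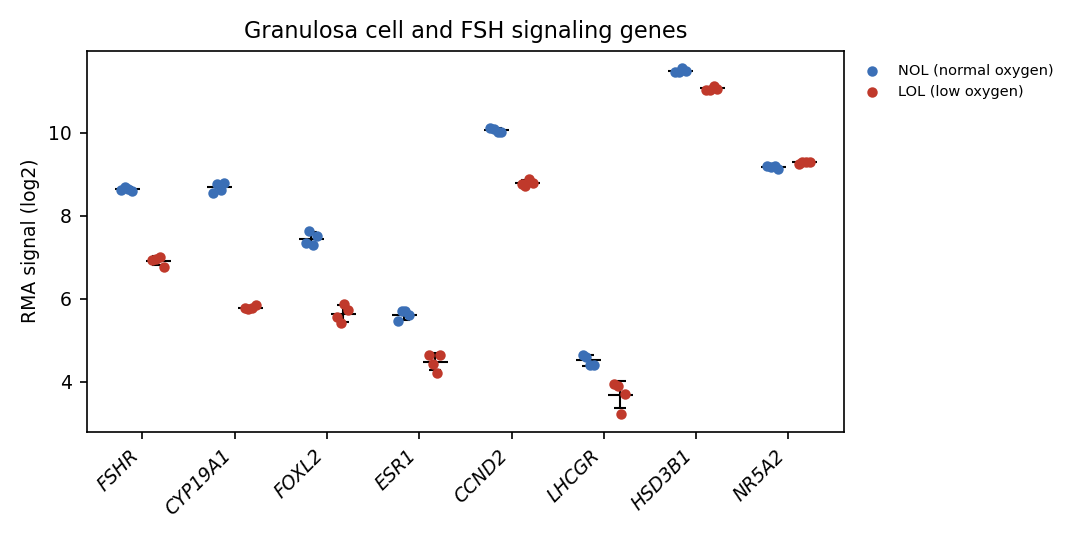
Log2 RMA signal (y axis) of 8 genes of granulosa cells and FSH signaling, 1 point per array, NOL in blue and LOL in red, with the mean and the SD of 4 arrays. *FSHR*, *CYP19A1*, *FOXL2*, *ESR1*, *CCND2*, *LHCGR* and *HSD3B1* were lower at LOL at an adjusted p under 0.05, and *NR5A2* did not pass it.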

Importantly, genes associated with FSH signaling, which include *FSHR, CYP19A1*, and *LHCGR* were significantly down-regulated at low oxygen levels. FSH signaling is a characteristic phenotypic feature of granulosa cells (Mihm and Evans, 2008). It induces the expression of *CYP19A1*, which in turn is involved in the production of estradiol from the theca layer derived androstenedione (Parakh et al., 2006). The remarkable down-regulation of *CYP19A1* expression at low oxygen level was further reflected by reduced estradiol production. Our group has earlier reported that low-level *CYP19A1* expression in granulosa lutein cells of mature CL coincides with methylation of the main ovarian *CYP19A1* promoter P 2.0 (Vanselow et al., 2006, 2010). Therefore we analyzed the methylation levels of individual CpG dinucleotides within the *CYP19A1* promoter P 2.0. The present data, however, indicated that hypoxic culture conditions could not induce increased DNA-methylation levels in GC-specific *CYP19A1* promotor 2.0. This could be possibly due to the fact that the cultured GC were not completely transformed into luteal cells under low oxygen conditions.

It is well known that *FOXL2* (Forkhead box protein L2) plays an important role in upholding GC identity (Georges et al., 2014). Genomic deletion of *FOXL2* leads to the development of seminiferous tubules like structure in female mice (Uhlenhaut et al., 2009). *FOXL2* levels were found to be down-regulated in preovulatory granulosa cells and in the corpus luteum (Pisarska et al., 2004). 

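*FOXL2*, a transcription factor that maintains granulosa cell identity, had a log2 signal of 7.45 ± 0.16 (SD, n = 4) at NOL and 5.63 ± 0.20 (SD, n = 4) at LOL. It fell along with most granulosa cell markers. Of 31 measured markers, 19 fell, 4 rose and 8 did not pass the adjusted p, and adjusted over the list alone 19 fell and 5 rose. In the same samples, markers of smooth muscle and fibroblasts went the other way, with 16 of 18 higher and none lower (adjusted p = 2.2e-07 by camera, and adjusted p = 0.0493 with an estimated correlation). Past 2-fold were 9 of those that fell. The 4 that rose were *HSD17B1*, *GATA6*, *DHH* and *SLC38A3*, the last 3 by less than 2-fold. *KITLG*, the kit ligand through which granulosa cells support the oocyte, was 3.40-fold lower (standard error 0.082 on the log2 scale, adjusted p = 2.1e-07). *BMPR2*, a receptor of bone morphogenetic proteins, did not pass (log2 difference -0.045, adjusted p = 0.536). The markers as a set were lower than other genes by camera (adjusted p = 3.3e-06, and 0.0330 with an estimated correlation).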

During our study we found down-regulation of *FOXL2* under hypoxic condition in GC thus suggesting that the cells are driven toward luteinization by low oxygen levels.

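Of 47 measured genes of angiogenesis, 24 rose at LOL, 8 fell and 15 did not pass the adjusted p, and adjusted over the list alone 25 rose and 8 fell. More than 2-fold higher were 14 of them. The chemokine receptor *ACKR3* was 8.37-fold higher (standard error 0.11 on the log2 scale, adjusted p = 3.9e-08), *APLN*, a peptide hormone that acts on endothelial cells, was at least 5.72-fold higher (standard error 0.15 on the log2 scale, adjusted p = 9.7e-07), and *TGFB2* was 2.34-fold higher (standard error 0.15 on the log2 scale, adjusted p = 8.9e-05). *TGFBR2* and *EFNB2* had log2 differences of -0.098 and -0.075 and did not pass (adjusted p = 0.440 and 0.502). Together the genes of angiogenesis were higher than other genes by camera (adjusted p = 0.00111, and 0.0330 with an estimated correlation). Of 20 endothelial cell markers, 6 rose, 1 fell (*LYVE1*) and 13 did not pass, with the same counts adjusted over the list alone. The tight junction gene *CLDN5* was 3.82-fold higher (standard error 0.15 on the log2 scale, adjusted p = 4.8e-06), and the other rises were under 2-fold. *VWF*, the von Willebrand factor, and *EGFL7* had log2 differences of 0.10 and 0.25 and did not pass (adjusted p = 0.328 and 0.125), with NOL 2 apart from the other NOL arrays in *EGFL7*, which passed without it at 0.36. The endothelial markers did not pass as a set (adjusted p = 0.0890), except without NOL 3 (0.0487, with a range of 0.0487 to 0.274 over all settings).

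**Figure D6:**
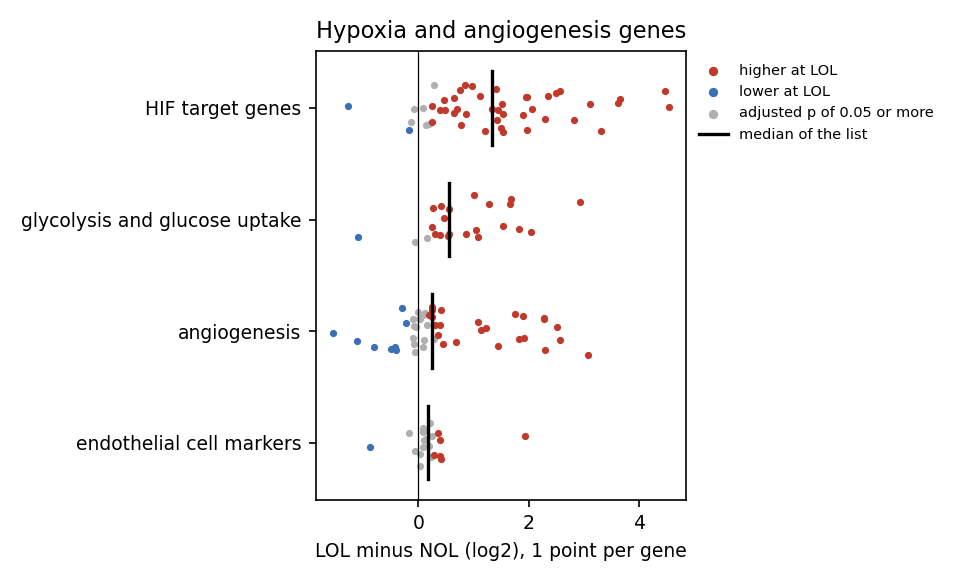
Log2 difference LOL minus NOL of the measured genes of 4 lists, 1 point per gene, with the median of each list as a black line. Red genes were higher and blue genes lower at an adjusted p under 0.05, and the endothelial cell markers hold 6 red genes of 20.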

Contrary to FSH signaling, GC cultured at LOL showed a significant up-regulation of multiple genes (*VEGFA, TGFB2, VCAM1, VEGFB, ENDRA, ANGPT2*, and *ANGPTL4*) involved in angiogenesis and endothelial cell migration. Angiogenesis is essential for the development of a functional corpus luteum (Reynolds et al., 2000), which is one of the most vascularized tissues in the body. Therefore, luteinization of GC should be accompanied by the up-regulation of the genes involved in angiogenic processes. 

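Known targets of hypoxia-inducible factors rose together at LOL. The list of these targets holds 47 measured genes, among them also *HIF1A* and *EPAS1*, which encode such factors themselves. Of the 47 genes, 39 rose, 2 fell (*EGLN2* and the transferrin receptor *TFRC*) and 6 did not pass the adjusted p. Adjusted over the list alone, 40 rose and 2 fell. More than 2-fold higher were 26 of them. *ZNF395* was 9.93-fold higher (standard error 0.085 on the log2 scale, adjusted p = 7.9e-09), *MXI1*, an antagonist of MYC, 5.62-fold higher (standard error 0.097 on the log2 scale, adjusted p = 8.2e-08) and the lipoprotein receptor *VLDLR* 2.89-fold higher (standard error 0.090 on the log2 scale, adjusted p = 8.1e-07). *P4HA2*, a collagen prolyl hydroxylase, did not pass (log2 difference -0.13, adjusted p = 0.124). The transcript of *HIF1A* itself did not pass either, with a log2 difference of 0.090 (standard error 0.058, adjusted p = 0.245). Together the genes of this list were higher than other genes by camera (adjusted p = 3.0e-18, and 0.0258 with an estimated correlation). *HIF1A* passed only with trend and robust variances, and the arrays measure its transcript, not its protein.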

By IPA analysis, HIF1a was identified to be the major upstream regulator of gene expression at LOL (**Supplementary Data Sheet S7**). HIF1a is a transcription factor, which is known to be up-regulated during luteinization in granulosa cells (Nishimura and Okuda, 2010). Upon binding within promotor regions, HIF1a induces the expression of different target genes that cumulatively induce the vascularization of tissues. Accordingly, “angiogenesis” (*p* = 1.03E-06) and “vasculogenesis” (*p* = 6.86E-07) were identified as up-regulated biological functions at LOL as revealed by IPA (**Supplementary Data Sheet S8**). HIF1a is also known to induce the glucose metabolism in different cell types (Marin-Hernandez et al., 2009). Increased glucose uptake and its metabolism have been observed in cultured murine follicles after hCG administration (Harris et al., 2007). Similarly in the present study, low oxygen levels induced the expression of *GLUT1* (Glucose transporter 1) and *GLUT 3* (Glucose transporter 3), which mediate the glucose uptake into cells. 

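Genes of glucose uptake and glycolysis rose at LOL. Of 23 measured, 20 rose, 1 fell (*PFKFB4*) and 2 did not pass the adjusted p, and adjusted over the list alone 21 rose and 1 fell. *SLC2A1*, which encodes GLUT1, was 4.13-fold higher (standard error 0.061 on the log2 scale, adjusted p = 1.7e-08), and *SLC2A3*, which encodes GLUT3, was 7.58-fold higher (standard error 0.073 on the log2 scale, adjusted p = 6.9e-09). The hexokinase *HK2* was 3.54-fold higher and *PFKFB3*, whose product activates phosphofructokinase, 3.22-fold higher. *ALDOC* and *PDK3* did not pass, with log2 differences of 0.16 and -0.058 (adjusted p = 0.0618 and 0.542). Of 21 genes of glycogen metabolism, 9 rose, 5 fell and 7 did not pass, with the same counts adjusted over the list alone. The lower genes were *GYG1*, *PGM2* and the phosphorylase kinase subunits *PHKA1*, *PHKA2* and *PHKB*. *PPP1R3B*, another glycogen-targeting subunit of protein phosphatase 1, was 7.32-fold higher, the glycogen synthase *GYS1* 2.72-fold and the branching enzyme *GBE1* 2.70-fold higher. *PHKG2* and *STBD1* had log2 differences of 0.0075 and 0.12 and did not pass, with the sign of *PHKG2* turned under median centring and without NOL 3 or LOL 3 (-0.0025 and -0.0067), and NOL 3 apart from the other NOL arrays in *STBD1*. Both sets were higher than other genes by camera (adjusted p = 8.9e-10 for glycolysis and 0.0476 for glycogen). Neither passed with its own correlation (adjusted p = 0.0843 for glycolysis and 0.0975 for glycogen with an estimated correlation), and glycogen metabolism did not pass without NOL 2 or LOL 4 (0.0501 and 0.0569, with a range of 0.0215 to 0.0975 over all settings).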

Increased expression of *GLUT1* was found in early luteal cells in response to low oxygen levels (3% O2), however, mid luteal cells failed to show such a response (Nishimura et al., 2017). In addition, substantial down-regulation of *TXNIP* expression further confirms the increased glucose metabolism at LOL. 

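In single samples, the log2 signal of *TXNIP* was 6.42, 7.12, 8.11 and 8.43 in NOL 1 to NOL 4 and 3.94, 4.04, 4.18 and 4.17 in LOL 1 to LOL 4. Each LOL sample thus lay below the lowest NOL sample. Leaving out 1 sample at a time, the log2 difference ran from -3.80 to -3.13. *ARRDC4*, a close relative of *TXNIP* in the arrestin family that also restrains glucose uptake, was chosen after its values were seen. Its log2 signal was 5.96, 6.38, 7.04 and 7.24 in the NOL samples and 6.63, 6.56, 6.38 and 6.26 in the LOL samples, so its groups overlap.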

*TXNIP* is a redox sensitive signaling molecule involved in glucose metabolism (Parikh et al., 2007). Decreased expression of *TXNIP* was disclosed to be associated with increased glucose uptake in muscle and liver cells (Chutkow et al., 2008).

HBA, which encodes hemoglobin A, is majorly produced by erythrocytes. It constitutes a part of the tetrameric blood gas carrier, hemoglobin. Only a few non-hematopoietic cells are known to synthesize these proteins (Thompson et al., 2015). Interestingly, erythrocyte free HBA was identified in large antral follicles of hCG treated ovarian follicles (Thompson et al., 2015). 

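Among the hemoglobin chains, the change was largest in *HBA*, and the beta chain did not pass the test. Of 9 measured chains, 4 rose at LOL (*HBA*, *HBZ*, *HBM* and *HBE2*), none fell and 5 did not pass the adjusted p, with the same counts adjusted over the list alone. The zeta chain *HBZ*, an embryonic chain of the alpha globin family, was 4.56-fold higher (standard error 0.11 on the log2 scale, adjusted p = 3.4e-07). *HBM* was at least 3.00-fold higher (standard error 0.13 on the log2 scale, adjusted p = 8.2e-06). The beta chain *HBB* had a log2 difference of 0.295 (standard error 0.14, adjusted p = 0.113), with mean signals of 3.40 at NOL and 3.69 at LOL, and *HBQ1* had one of 0.18 (adjusted p = 0.124), or 0.24 and past the test without NOL 1. Of 17 other erythroid cell markers, 6 rose by less than 2-fold, none fell and 11 did not pass, with the same counts adjusted over the list alone. The membrane protein *EPB42* had a log2 difference of 0.34 (adjusted p = 0.00462). The erythropoietin receptor *EPOR* was 1.36-fold higher (adjusted p = 0.00485), with NOL 2 apart from the other NOL arrays. *SPTB* and *NFE2* did not pass, at log2 differences of 0.13 and 0.15. By camera the hemoglobin chains were higher than other genes (adjusted p = 0.00114, and 0.0330 with an estimated correlation). The erythroid markers passed at the preset correlation only (adjusted p = 0.0310, and adjusted p = 0.268 with an estimated correlation), and not under quantile normalization (0.103) or among clusters with a mean of at least 4 (0.195), with a range of 0.0172 to 0.268 over all settings.

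**Figure D7:**
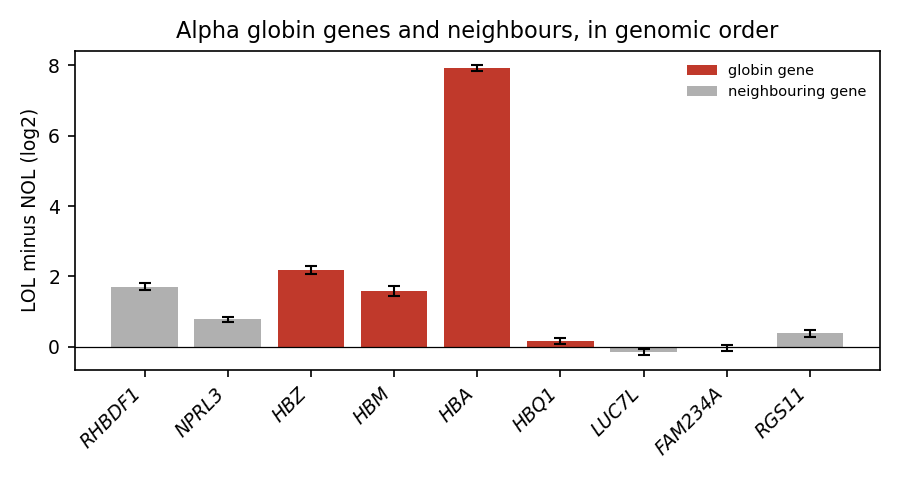
Log2 difference LOL minus NOL of the alpha globin genes (red) and of neighbouring genes (grey), in genomic order; bars are the mean difference of 4 against 4 arrays and error bars the standard error. *HBA* reaches 7.91, above *HBZ* at 2.19 and *HBM* at 1.58.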

The *HBA* gene showed a substantial up-regulation in granulosa cells cultured at LOL in the present study. Although the specific roles of hemoglobin in ovarian follicles is not yet known, identification of HBA in GC cultured at LOL further strengthens that LOL do exist in large antral follicles.

Among other important features, induction of genes associates with inflammation and leucocyte migration is widely observed in granulosa cells of preovulatory follicles (Espey, 2006; Sayasith et al., 2013). Up-regulation of such genes (*VNN1, VNN2, C1QTNF3, TNFAIP3* and *TNFAIP8* and *PTGES*) will further suggest that GC were on the verge to early luteinization and preceding ovulation at low oxygen conditions. However, the observation of no significant differences in the expression of *PTGS2*, one of the marker genes of post LH response, indicates that *PTGS2* might be regulated by LH but not by hypoxia in preovulatory granulosa cells.

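Of 42 measured genes of inflammation and leucocyte migration, 14 rose at LOL, 8 fell and 20 did not pass the adjusted p, with the same counts adjusted over the list alone. *C1QTNF3*, a secreted relative of complement C1q, was 5.00-fold higher (standard error 0.070 on the log2 scale, adjusted p = 1.9e-08). *TNFAIP3*, which dampens NF-kB signaling, was 3.43-fold higher (standard error 0.082 on the log2 scale, adjusted p = 2.0e-07) and *TNFAIP8* was at least 6.22-fold higher (standard error 0.13 on the log2 scale, adjusted p = 2.3e-07). The toll-like receptor *TLR3* fell at least 3.33-fold (standard error 0.086 on the log2 scale, adjusted p = 3.0e-07). *IL18* and *MYD88* did not pass, at log2 differences of -0.29 and -0.055 (adjusted p = 0.0854 and 0.541). By camera, the genes of inflammation did not pass as a set (adjusted p = 0.152), though they did among clusters with a mean of at least 4 (0.0413, with a range of 0.0413 to 0.398 over all settings). Of 25 leukocyte markers, 5 rose by less than 2-fold (*CD68*, *CSF1R*, *ITGB2*, *CD3D* and *CD5*), none fell, and none passed adjusted over the list alone. *ITGB2* had a log2 difference of 0.495 (adjusted p = 0.0169, not passing with an unmoderated one-way analysis of variance) and *CSF1R* one of 0.355 (adjusted p = 0.0156). *CD14* and *C1QB* did not pass, at log2 differences of 0.11 and 0.32, with *C1QB* at 0.42 and past the test without LOL 1. Together the leukocyte markers did not pass (adjusted p = 0.0842), except without NOL 3 (0.0278) or LOL 2 (0.0415), with a range of 0.0278 to 0.525 over all settings. The paper proposes that granulosa cells at low oxygen were moving toward early luteinization. For this it cites the rise of *PTGES*, *VNN1*, *VNN2*, *C1QTNF3*, *TNFAIP3* and *TNFAIP8*, and separately the fall of *FOXL2*. It also draws on angiogenesis, glucose metabolism, FSH signaling, steroid hormones, the cell cycle and the genes shared with the LH surge.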

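*PTGS2*, the inducible cyclooxygenase, had a log2 signal of 7.26 ± 0.16 (SD, n = 4) at NOL and 6.62 ± 0.21 (SD, n = 4) at LOL. It was 1.56-fold lower at LOL (standard error 0.12 on the log2 scale, adjusted p = 0.00137), which passed the adjusted p but not the fold threshold. Genes of the ovulatory LH response went both ways, with 13 of 34 measured genes higher, 13 lower and 8 not passing, against 14 and 13 adjusted over the list alone. *GREM1*, an antagonist of bone morphogenetic proteins, was 5.60-fold higher (standard error 0.090 on the log2 scale, adjusted p = 5.3e-08). *EREG*, an EGF-like factor that LH induces, was at least 3.33-fold lower (standard error 0.13 on the log2 scale, adjusted p = 4.5e-06) and *PTX3*, a matrix protein of the expanding cumulus, 2.68-fold lower (standard error 0.10 on the log2 scale, adjusted p = 2.5e-06). *ADAMTS4* and *NR4A2* did not pass, at log2 differences of 0.12 and 0.28 (adjusted p = 0.161 and 0.0513), with 1 array apart from its group in each, and *NR4A2* passed without NOL 2 or LOL 3, at 0.34 and 0.365. By camera, these genes did not pass as a set (adjusted p = 0.816, direction lower). The list's median of 0.075 and its mean of 0.014 were positive.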

A previous transcriptome analysis study describing effects of the preovulatory LH surge on antral bovine granulosa cells (*in vivo*) identified differential regulation of 2266 annotated genes upon LH surge (Christenson et al., 2013). Comparison of these genes with the present transcriptome data revealed that 1007 genes were similarly regulated in both studies but with different fold enrichment values (**Supplementary Data Sheet S9**). This important observation further strengthens the idea that prevailing low oxygen levels in preovulatory follicles could play an important role in inducing early molecular events in granulosa cells to prepare these cells for the formation of a functional corpus luteum.

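The paper's sheet lists 1007 entries with 996 distinct gene symbols, 404 with a positive and 603 with a negative fold in the oxygen comparison. Of the symbols, 937 were paired by name with a transcript cluster, and 913 of these had the listed direction by the sign of the difference alone. At the adjusted p, 676 passed in the listed direction, 1 passed in the opposite one (*EIF4E2*) and 260 did not pass. Past both thresholds were 140 genes, 41 higher and 99 lower. *CYP19A1*, *FSHR*, *CCND2*, *LRP8*, *RRM2* and the fatty acid elongase *ELOVL6* were among the lower ones. *NDRG1*, *PTGES*, *JUN* and the cell cycle inhibitor *CDKN1C* were among the higher ones. Most entries are small, with a median fold of 1.32 in the sheet and 333 entries under 1.2-fold. The genes had been chosen because they changed in the same direction in these 8 samples, so their direction here is not independent evidence.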

Progesterone production was found to be decreased in GC under hypoxic conditions. Normally, progesterone biosynthesis is controlled by “LH receptor” (LHCGR) and finally synthesized by “hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 1” (HSD3B1) in granulosa cells. Down regulation of these two genes was reported in GC immediately following the LH surge (Christenson et al., 2013). 

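*HSD3B1*, which converts pregnenolone to progesterone, and *LHCGR* were lower at LOL, and neither passed the fold threshold. The log2 signal of *HSD3B1* was 11.50 ± 0.045 (SD, n = 4) at NOL and 11.07 ± 0.043 (SD, n = 4) at LOL, a 1.35-fold fall (standard error 0.056 on the log2 scale, adjusted p = 1.6e-04). The signal of *LHCGR* on the LOL arrays ran from 3.21 in LOL 3 to 3.94 in LOL 1, and its standard error was 0.15. Of 29 measured genes of steroid synthesis, 13 fell, 5 rose and 11 did not pass the adjusted p, against 13 and 6 adjusted over the list alone. The 5 that rose were *HSD17B1*, *HSD17B4*, *NPC2* and the steroid reductases *SRD5A1* and *SRD5A3*. *SCARB1*, the receptor for high-density lipoprotein, did not pass (log2 difference -0.13, adjusted p = 0.105), but did under 5 of the other settings. *STAR*, the cholesterol carrier of mitochondria, had no transcript cluster with a single name. The steroid synthesis genes as a set were lower than other genes by camera (adjusted p = 0.0380). That call was lost with the genes' own correlation (adjusted p = 0.0843 with an estimated correlation), under quantile normalization (0.0870) and among clusters with a mean of at least 4 (0.236), with a range of 0.0331 to 0.236 over all settings. Of 11 theca cell markers, 1 rose, 3 fell (*LHCGR*, *HSD3B1* and the side chain cleavage enzyme *CYP11A1*) and 7 did not pass, with the same counts adjusted over the list alone. *INSL3*, an insulin-like hormone of theca cells, was 2.05-fold higher (standard error 0.092 on the log2 scale, adjusted p = 1.2e-05), but under 2-fold with median centring (log2 difference 0.97) or without NOL 1 (0.94). *NR2F2* and *PTCH1* did not pass, at log2 differences of 0.068 and -0.070, and the theca markers did not pass as a set (adjusted p = 0.607).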

A similar down regulation of these two genes was observed in LOL treated GC during the present study. But, in spite of the down regulation of LHCGR and HSD3B1 expression, progesterone production was not significantly changed *in vivo* in early preovulatory ovarian follicles after LH surge (Christenson et al., 2013). In any case it needs additional studies to understand the cumulative effects of LH and hypoxia on progesterone production for further understanding of the complex *in vivo* situation.

### Cellular Proliferation Is Affected at Low Oxygen Conditions

Transformation of granulosa cells into early luteal cells is associated with decreased cellular proliferation in order to promote cellular differentiation (Stocco et al., 2007; Christenson et al., 2013; Wissing et al., 2014). Pathway analysis using IPA revealed that cellular proliferation is majorly affected at low oxygen levels. Earlier reports in humans, bovine and mice showed that expression of cell proliferation markers, *PCNA* and *CCND2*, were strongly down-regulated in follicular (preovulatory) granulosa cells that are isolated at post LH surge stages (Nimz et al., 2009; Christenson et al., 2013; Wissing et al., 2014). Similarly, LOL induced a similar phenotype in cultured GC as pathways like “Estrogen-mediated S-phase Entry,” “Cyclins and Cell Cycle Regulation” and “Cell Cycle: G2/M DNA Damage Checkpoint Regulation” were found to be significantly affected. Additionally, cell cycle inhibitors including *CDKN1A, CDKN1B*, and *CDKN1C* were also up-regulated at LOL, which is further in line with the data of Wissing et al. (2014). 

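Of the inhibitors of cyclin-dependent kinases, 3 of the same family rose more than 2-fold at LOL. *CDKN1A*, which encodes p21, was 2.36-fold higher (standard error 0.051 on the log2 scale, adjusted p = 1.1e-07), *CDKN1B*, which encodes p27, 2.13-fold higher (standard error 0.072 on the log2 scale, adjusted p = 1.7e-06) and *CDKN1C*, which encodes p57, 2.61-fold higher (standard error 0.15 on the log2 scale, adjusted p = 3.6e-05). Of 22 measured cell cycle inhibitors, 13 rose, 5 fell and 4 did not pass the adjusted p, with the same counts adjusted over the list alone. Another inhibitor of cyclin-dependent kinases, *CDKN2D*, chosen after its values were seen, was also called higher, with a log2 difference of 1.02 (limma adjusted p = 6.05e-05). The 5 that fell, each by less than 2-fold, were *CDKN2C*, *RB1*, *RBL2*, *GADD45B* and *MXD4*. The antiproliferative gene *TOB2* was 5.12-fold higher (standard error 0.059 on the log2 scale, adjusted p = 6.9e-09), the atypical cyclin *CCNG2* 4.08-fold higher and the stress gene *GADD45A* 3.67-fold higher. *BTG2* and *TOB1* did not pass, at log2 differences of -0.037 and -0.055 (adjusted p = 0.607 and 0.475), and the sign of *BTG2* turned under quantile normalization. Together the inhibitors were higher than other genes by camera (adjusted p = 0.00228), but not with their own correlation (adjusted p = 0.0726 with an estimated correlation).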

Down-regulation of granulosa cell proliferation was also reflected by the PPI network in which the top hub genes are *ESR1* and *KIAA0101*, both known to be involved in regulating cell proliferation in different cell types. *ESR1* encodes for the cytosolic estrogen receptor, which upon binding estrogens, translocates into the nucleus and directly binds to the DNA at estrogen responsive elements. This results in the expression of multiple target genes including genes of cell cycle progression (Oviedo et al., 2011). Therefore down-regulation of *ESR1* expression could be one major reason for the down-regulation of the estrogen mediated S-phase entry at low oxygen conditions, as revealed by IPA. Similarly *KIAA0101* is known for its strong association with *PCNA* (Emanuele et al., 2011), which plays an important role in cell proliferation.

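The log2 signal of *ESR1* was 5.61 ± 0.11 (SD, n = 4) at NOL and 4.48 ± 0.21 (SD, n = 4) at LOL in the transcript cluster that the paper lists. Of single genes of the cell cycle, *CCNA2*, *CCND2* and *SKP2* were lower and *CDKN1A* and *CDKN1B* were higher at LOL, while *CDK4* and *TYMS* did not pass the adjusted p. The array compares the groups at 1 time, 48 h after the change of oxygen, so the order of these changes was not measured.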

In summary, estrogen active granulosa cells were found to remain healthy under severely low oxygen conditions and showed specific genome wide alterations associated with down-regulation of FSH signaling, cell proliferation and steroidogenesis beside up-regulation of angiogenesis, glucose metabolism and inflammatory processes.

## Conclusion

Based on the present data, we conclude that prevailing low oxygen levels in preovulatory follicles could play a key role in supporting luteinization of granulosa cells.

## Data Deposition

The microarray data were deposited in GEO by following MIAME guidelines and can be accessed with accession number GSE112070.

## Author Contributions

VB and JV designed the study. VB, AS, DK, and TV executed the experiments. VB wrote the manuscript and analyzed the data. All authors read and approved the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

FIGURE S1 Light microscopy pictures of cultured granulosa cells after normal and low oxygen treatments.

FIGURE S2 Signals from the 3′ and 5′ Hybridization controls in all microarray samples.

FIGURE S3 Signal box plots of all microarray samples.

DATA SHEET S1 Primers.

DATA SHEET S2 qPCR programme.

DATA SHEET S3 Total list of annotated genes and their expression values.

DATA SHEET S4 Differentially expressed genes along their expression values.

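The sheet gives, for each of 1104 transcript clusters, an average log2 signal and a linear signal per oxygen level, a fold change, a p and an FDR. The linear signal is the log2 average as a power of 2. The fold column is headed NOL/LOL, and its 505 positive entries belong to clusters whose LOL average is the higher one, such as *HBA* and *BHLHE41*. Its 599 negative entries belong to clusters with the lower average at LOL, such as *TXNIP* and *CYP19A1*. The averages in the sheet lie within 0.011 of a Tukey biweight average of the 4 arrays, and up to 0.25 from their mean. The p of limma was at most 1.26 times that of the sheet, whereas an unmoderated one-way analysis of variance gave a p 92.6 times as large in the median.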

DATA SHEET S5 List of canonical pathways.

DATA SHEET S6 List of hub genes and their interactions.

DATA SHEET S7 List of upstream regulators.

DATA SHEET S8 List of biological functions.

DATA SHEET S9 List of similarly regulated genes between “post LH surge follicular granulosa cells (*in vivo*)” and “low oxygen level treated granulosa cells (*in vitro*)”.

HTML FILE S1 Interactive heat map of differentially expressed genes.

PDF FILE S1 RNA bio analyzer report.

# Supplementary material for: Low Oxygen Levels Induce Early Luteinization Associated Changes in Bovine Granulosa Cells
**Source:** Front Physiol. 2018 Aug 7;9:1066. doi: 10.3389/fphys.2018.01066
**Supplement:** HTML FILE S1 — Interactive heat map of differentially expressed genes.

| Parameter | Value |
| --- | --- |
| main | NULL |
| xlab | NULL |
| ylab | NULL |
| row\_text\_angle | 0 |
| column\_text\_angle | 45 |
| dendrogram | both |
| branches\_lwd | 0.6 |
| seriate | OLO |
| colors | BrBG(256) |
| distfun\_row | euclidean |
| hclustfun\_row | complete |
| distfun\_col | euclidean |
| hclustfun\_col | complete |
| k\_col | 2 |
| k\_row | 2 |
| limits | NULL |

*This heatmap visualization was created using shinyHeatmaply 2018-03-21 08:59:05*

# Supplementary material for: Low Oxygen Levels Induce Early Luteinization Associated Changes in Bovine Granulosa Cells
**Source:** Front Physiol. 2018 Aug 7;9:1066. doi: 10.3389/fphys.2018.01066
**Supplement:** PDF FILE S1 — RNA bio analyzer report.

Assay Class: Eukaryote Total RNA Nano
Data Path: C:\...Eukaryote Total RNA Nano_DE34903669.xad

Electropherogram Summary

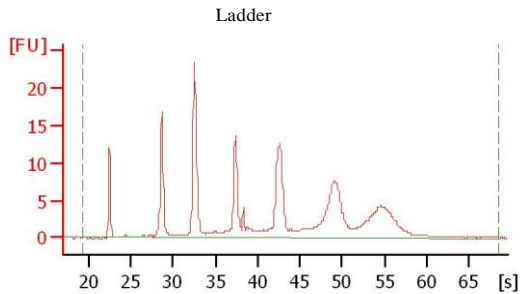

Overall Results for Ladder

RNA Area: 209.1
RNA Concentration: 150 ng/μl
Result Flagging Color:
Result Flagging Label: All Other Samples

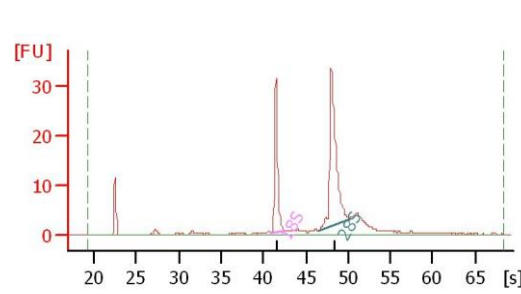

Overall Results for sample 1 : NOL1

RNA Area: 141.2
RNA Concentration: 101 ng/μl
rRNA Ratio [28s / 18s]: 1.9
RNA Integrity Number (RIN): 9.9 (B.02.08)
Result Flagging Color:
Result Flagging Label: RIN: 9.90

Fragment table for sample 1 : NOL1

Name	Start Time [s]	End Time [s]	Area	% of total Area
18S	40.89	42.57	28.9	20.5
28S	46.54	50.15	55.5	39.3

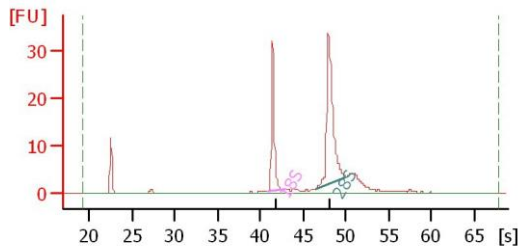

Overall Results for sample 2 : NOL2

RNA Area: 137.4
RNA Concentration: 99 ng/μl
rRNA Ratio [28s / 18s]: 1.8
RNA Integrity Number (RIN): 9.9 (B.02.08)
Result Flagging Color:
Result Flagging Label: RIN: 9.90

Fragment table for sample 2 : NOL2

Name	Start Time [s]	End Time [s]	Area	% of total Area
18S	40.82	42.93	30.1	21.9
28S	46.43	50.02	54.4	39.5

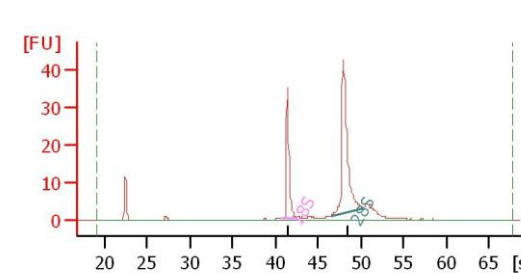

Overall Results for sample 3: NOL3

RNA Area: 152.5
RNA Concentration: 109 ng/μl
rRNA Ratio [28s / 18s]: 2.0
RNA Integrity Number (RIN): 10 (B.02.08)
Result Flagging Color:
Result Flagging Label: RIN:10

Fragment table for sample 3 : NOL3

Name	Start Time [s]	End Time [s]	Area	% of total Area
18S	40.78	42.45	31.5	20.7
28S	46.47	50.31	62.2	40.8

Assay Class: Eukaryote Total RNA Nano
Data Path: C:\...\Eukaryote Total RNA Nano_DE34903669.xad

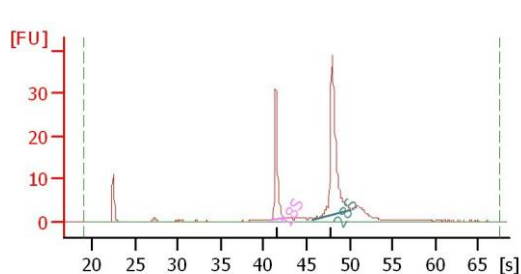**Overall Results for sample 4 :** NOL4

RNA Area: 127.6
RNA Concentration: 92 ng/μl
rRNA Ratio [28s / 18s]: 2.0
RNA Integrity Number (RIN): 10 (B.02.08)
Result Flagging Color: Result
Flagging Label: RIN:10

Fragment table for sample 4 : NOL4

Name	Start Time [s]	End Time [s]	Area	% of total Area
18S	40.84	42.46	27.4	21.5
28S	45.78	50.14	55.1	43.2

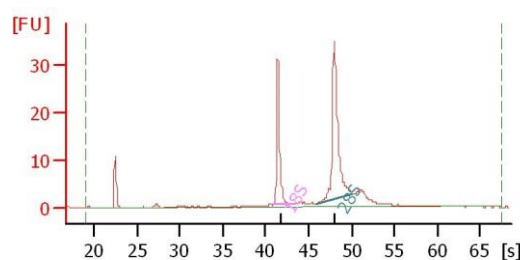**Overall Results for sample 5 :** LOL1

RNA Area: 128.9
RNA Concentration: 93 ng/μl
rRNA Ratio [28s / 18s]: 1.8
RNA Integrity Number (RIN): 10 (B.02.08)
Result Flagging Color: Result
Result Flagging Label: RIN:10

Fragment table for sample 5 : LOL1

Name	Start Time [s]	End Time [s]	Area	% of total Area
18S	40.79	42.95	29.0	22.5
28S	45.83	50.09	52.4	40.6

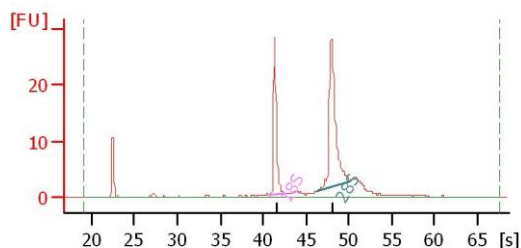**Overall Results for sample 6 :** LOL2

RNA Area: 120.4
RNA Concentration: 86 ng/μl
rRNA Ratio [28s / 18s]: 1.7
RNA Integrity Number (RIN): 9.9 (B.02.08)
Result Flagging Color: Result
Flagging Label: RIN: 9.90

Fragment table for sample 6 : LOL2

Name	Start Time [s]	End Time [s]	Area	% of total Area
18S	40.74	42.50	27.0	22.4
28S	46.32	50.10	46.5	38.6

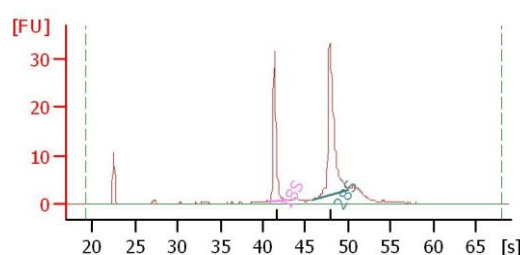**Overall Results for sample 7 :** LOL3

RNA Area: 139.7
RNA Concentration: 100 ng/μl
rRNA Ratio [28s / 18s]: 1.8
RNA Integrity Number (RIN): 9.7 (B.02.08)
Result Flagging Color: Result
Result Flagging Label: RIN: 9.70

Fragment table for sample 7 : LOL3

Name	Start Time [s]	End Time [s]	Area	% of total Area
18S	40.71	42.88	28.9	20.7
28S	45.74	49.98	51.2	36.6

Assay Class: Eukaryote Total RNA Nano
Data Path: C:\...Eukaryote Total RNA Nano_DE34903669.xad

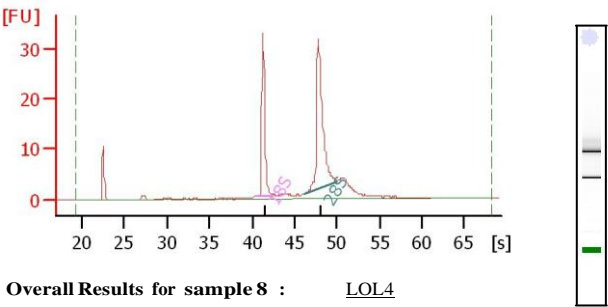

Overall Results for sample 8 : LOL4

RNA Area: 138.1
RNA Concentration: 99 ng/μl
rRNA Ratio [28s / 18s]: 1.7
RNA Integrity Number (RIN): 9.9 (B.02.08)
Result Flagging Color: Result
Flagging Label: RIN: 9.90

Fragment table for sample 8 : LOL4

Name	Start Time [s]	End Time [s]	Area	% of total Area
18S	40.65	42.38	30.1	21.8
28S	46.29	49.90	52.2	37.8

How the deposited data were processed for this re-analysis (not part of the article)

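Total RNA of bovine granulosa cells from 4 samples at normal oxygen (NOL, 21%) and 4 samples at low oxygen (LOL, 1%) was measured on Affymetrix Bovine Gene ST arrays, 1 array per sample and 1 colour (biotin). Samples were grouped by the oxygen level in their labels, and no column was left without a sample. The authors made the deposited log2 values from the scanned arrays with the robust multichip average method (RMA, version not given). That method removes background, normalizes between arrays and summarises the probes of each transcript cluster, so no further step was applied. The probe-level files were not used, so the background and summary steps were taken as deposited. The values lie between 0.08 and 12.42 on the log2 scale and agree in size with the log2 averages of the paper's Data Sheet S4. Arrays have no sequencing depth. Precision is limited by the number of arrays and by the signal over background, of which the values hold no measure. The fold of a gene past the adjusted p whose lower group has a mean log2 signal under 4 is therefore given as a lower bound. If such a gene rose by less than 2-fold, only its log2 difference is given. Both choices were made after the values were seen.

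All 24415 transcript clusters were compared between LOL and NOL with limma 3.58.1 in R 4.3.3, by a linear model with 2 groups and moderated variances, two-sided. P-values were adjusted by the method of Benjamini and Hochberg over all clusters. A cluster was called where the adjusted p was under 0.05 and the fold over 2, and differences are LOL minus NOL. Principal components were computed from all clusters, each centred and not scaled. Where single values were compared outside limma, groups of 4 against 4 allow 35 distinct splits, and the smallest two-sided p of an exact permutation test is 0.0286.

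Gene names come from the annotation table of the array. It gives exactly 1 name for 18550 clusters, several for 595 and none for 5270, of which 93 were named from the paper's data sheets. For a gene with several clusters, the cluster that the paper lists in its tables or Data Sheet S4 was used, or else the one with the highest mean. The others are given where a named gene's clusters differ in direction or call. Data Sheet S4 holds clusters called from these same arrays, so this choice leans toward clusters that changed. With the mean of all clusters of a gene in place of it, 21 lists passed camera as well.

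The 30 gene lists hold 1038 genes, of which 965 had a cluster with a single name. A gene in several lists is counted in each. Extracellular matrix shares 5 genes with smooth muscle and fibroblast markers and 2 with HIF target genes. Granulosa cell markers share 5 with steroid synthesis, and other pairs share some too. The results of such lists are not independent of each other. They are FSH and cAMP signaling, granulosa cell markers, steroid synthesis, cholesterol synthesis and uptake, fatty acid synthesis, HIF target genes, glycolysis and glucose uptake, glycogen metabolism, oxidative phosphorylation, angiogenesis, inflammation and leucocyte migration, ovulatory LH response, DNA replication and S phase, G2/M phase and mitosis, cell cycle inhibitors and circadian clock. The others are hemoglobin chains, erythroid cell markers, heme synthesis and iron, endothelial cell markers, leukocyte markers, theca cell markers, smooth muscle and fibroblast markers, oocyte markers, extracellular matrix, unfolded protein and amino acid stress response, N-glycan precursor synthesis, RNA splicing factors, polyamine and methionine metabolism and interferon response. Each list was tested with camera at a preset correlation of 0.01, with p-values adjusted over the lists, and 21 lists passed. With an estimated correlation 13 of these passed. With fry, which asks whether the members of a list move 1 way on balance and does not compare them with other genes, 26 lists passed. With fry's test for change in either direction, all 30 passed. Where no gene of a list is given as higher or lower over all clusters, none was at an unadjusted p under 0.05 either. Of the leukocyte markers, none passed when adjusted over the list alone, while 7 were higher at an unadjusted p under 0.05.

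The text names every gene that the paper names and that has a cluster, the 10 largest rises and the 10 largest falls among called clusters with 1 name and no overlap, up to 4 called members of each list with the largest change and up to 2 members with the highest signal that did not pass. For a list without called members it names up to 2 members with the smallest adjusted p. The values in the paper's tables had been seen when this rule was set. Members that are listed because a count is 5 or fewer, and lie outside the rule, were chosen after their values were seen. One gene that the rule names is not reported here. Of the 211 genes named by the rule, 151 passed the adjusted p and 141 were called.

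The alternatives were a one-way analysis of variance without moderation (the methods name an analysis of variance and do not say whether it was moderated), limma with an intensity trend and robust variances, limma's treat against a fold of 2, a fold of 1.5 or none, an adjusted p under 0.01, quantile normalization, median centring, a mean signal of at least 4, only clusters with 1 gene name, the mean of all clusters of a gene, the replicate number as a block, scaled clusters for the principal components, an estimated correlation for the lists and leaving out each array in turn. Averages by Tukey's biweight, with a constant of 5, were added after the data were examined. The fit was tested on simulated data with 24415 clusters. Of 50 clusters changed at each fold, 0 were called at 1.5-fold, which lies under the fold threshold. At 2.5-fold 46 were called, at 4-fold 49 and at 8-fold 50, and 0 unchanged clusters were called. At the adjusted p alone, 41 of those changed 1.5-fold passed, and so did 12 unchanged clusters. In the data 41.0% of clusters passed the adjusted p, a far larger share than was changed in the simulation. Of 30 simulated lists, the 5 that were moved passed and no other did. The simulated clusters were drawn independently of each other. The simulation therefore does not test lists of correlated genes, such as glycolysis with an estimated correlation of 0.31.

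The measurements by qPCR, flow cytometry, radioimmunoassay and bisulfite sequencing have no deposited values and were left out. The enrichment of gene ontology terms, the pathway and upstream regulator analysis and the protein network of the paper were not repeated, since their databases were not at hand.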

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

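The tests on red cell transcripts and on the stress genes were chosen after the results were seen. The other tests in this part were set before.

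In 26 of 426 groups of 4 arrays, 1 array lay far from the other 3, judged by its gap to the nearest array as a share of the group's range. Chance gives about 1 such group in 20. At NOL this share was 0.929 in *RCC2*, 0.921 in *PTGES*, 0.897 in *ALG3* and 0.833 in *TUSC3* for NOL 1. For NOL 2 it was 0.87 in *LOC783613*, 0.925 in *BHLHE41*, 0.909 in *HNRNPA2B1*, 0.903 in *EPOR* and 0.957 in *EGFL7*. For NOL 3 it was 0.941 in *VNN2*, 0.923 in *CDK4* and 1 in *STBD1* and *RPN2*, and for NOL 4 it was 1 in *ADAMTS4* and 0.96 on principal component 1. At LOL it was 0.833 in *ATF3* for LOL 1 and 0.833 in *PRKAR2A* and *SPARC* for LOL 2. For LOL 3 it was 0.857 in *NLGN2*, 0.833 in *HNRNPA2B1*, 0.868 in *NDUFA5*, 0.838 in *NR4A2* and 0.879 on principal component 2. For LOL 4 it was 0.844 in *LOC783613*, 0.842 in *GPR50* and 0.895 in *HTRA3*.

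The called clusters include 61 without a gene name, 25 higher and 36 lower at LOL, which the paper does not discuss. The largest change among them was 2.40 on the log2 scale, in cluster 12794183.

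*HBA* rose by at least 7.91 on the log2 scale at LOL. RNA of red blood cells in the LOL cultures is argued against, since the largest change of the abundant red cell transcripts *HBB*, *ALAS2*, *SLC4A1*, *AHSP* and *CA1* was 0.295, in *HBB*. A difference in signal distribution between the arrays is argued against too, since the change was 7.89 after quantile normalization. An opening of the whole alpha globin gene region cannot be told apart from a rise of single genes in it, because *HBZ* and *HBM* also rose, and 1 of 5 measured neighbours other than globins, *RHBDF1*, was called higher at 1.71, while *NPRL3* was at 0.78, *RGS11* at 0.38, *LUC7L* at -0.14 and *FAM234A* at -0.025. Transcription of *HBA* by the granulosa cells at low oxygen stays a hypothesis.

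LOL 3 lay apart from the other LOL arrays on principal component 2. Its signal distribution is argued against, since its share of the LOL range was still 0.898 after quantile normalization. A stronger or weaker response to low oxygen is argued against as well, since its deviation from the other LOL arrays had a slope of -0.023 on the difference LOL minus NOL, near those of the other arrays (-0.029 to 0.019). Its slightly lower RNA integrity number in the paper's report, and a difference between cultures, were not tested and stay open.

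*TXNIP* ranged over 2.01 on the log2 scale among the NOL arrays. A difference in signal distribution is argued against, since the range was 2.045 after quantile normalization. Nutrient or amino acid stress that differed between the NOL cultures is a candidate explanation, since the list of unfolded protein and amino acid stress genes had rank 1 of the 30 lists by the range of its mean over the NOL arrays, at 0.34. Among genes chosen after their values were seen, *TRIB3* was at 5.61 and 5.58 in NOL 1 and NOL 2, and at 4.74 and 4.42 in NOL 3 and NOL 4, where *TXNIP* was higher. The culture media were not measured, so this stays a hypothesis.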

How the results depend on the processing

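Every result below was set before the data were examined except the biweight averages, which were added after. The count of 1190 called clusters lay between 1071 and 1262 under the one-way analysis of variance, trend and robust variances, quantile normalization, median centring, a mean of at least 4, only clusters with 1 gene name, an adjusted p under 0.01 and biweight averages, and between 1171 and 1234 without single arrays. It was 490 (277 higher, 213 lower) with treat, 3423 (1343 higher, 2080 lower) at a fold of 1.5 and 10016 (5017 higher, 4999 lower) without a fold, since the fold threshold itself was moved, and the genes of Data Sheet S9 were 676 without a fold. Principal component 1 held 47.1% with scaled clusters, 88.2% at a mean of at least 4, 80.5% with at least 1 gene name, 96.8% with the called clusters and 73.8 to 76.0% without single arrays, the highest without LOL 3. With an estimated correlation 13 lists passed in place of 21, and steroid synthesis (0.0843), glycolysis (0.0843) and cell cycle inhibitors (0.0726) did not. Steroid synthesis did not pass under quantile normalization (0.0870) or at a mean of at least 4 (0.236) either, while inflammation passed at a mean of at least 4 (0.0413). The direction of the ovulatory LH response turned under median centring (0.997) and at a mean of at least 4 (0.720), never past the test. Of 2249 values of named genes past the adjusted p, 2248 kept their direction and call of the adjusted p, and *ITGB2* missed it by the one-way analysis (0.0610). Of the named genes that did not pass, 23 did under other settings, 16 with trend and robust variances, 13 at a mean of at least 4, 9 each under quantile normalization and median centring and 8 by the one-way analysis. By number of settings these were *OXT* under 6, *GNAS*, *NCAPG*, *RPN2* and *SCARB1* under 5, *ALDOC*, *NR4A2*, *PRKAR2A* and *UBE2C* under 4, *CRY2*, *NR5A2* and *THY1* under 3, *AHCY*, *HBQ1*, *P4HA2* and *STBD1* under 2 and *ATP5F1E*, *C1QB*, *COX8A*, *EGFL7*, *HIF1A*, *IL18* and *PTBP1* under 1. Genes that turned their sign had not passed. These were *GNAS* (0.022) and *ATP5F1E* (0.041) as the mean of all clusters, *TM7SF2* (-0.042), *ME1* (-0.022), *PHKG2* (-0.058), *CDK4* (-0.0125), *BLVRB* (-0.032), *SPARC* (-0.015) and *CANX* (-0.042) under median centring, and *TYMS* (0.0195), *BTG2* (0.018), *PTCH1* (0.0147), *RGS5* (-0.0125), *SPARC* (-0.017) and *CANX* (-0.0155) under quantile normalization. Without single arrays *TM7SF2* ran from -0.0017 (without NOL 4) to 0.052, *PHKG2* from -0.0067 to 0.023, *TYMS* from -0.052 to 0.00083 (without NOL 2), *IFI6* from -0.12 to 0.055 (without LOL 2) and *IFIT5* from -0.074 to 0.0092 (without LOL 3). Beyond their own construction, the cause of these shifts was not tested. Without a measure of background, folds of dim genes stay lower bounds.

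With the replicate number as a block, 1191 clusters were called. The numbers do not pair the samples by any statement of the paper, and only replicate 3 correlated best with its own number (0.11, against -0.027, 0.018 and 0.025). The block ended the calls of glycogen metabolism (0.0618) and interferon response (0.0567) and made that of polyamine and methionine metabolism (0.0440), and *NR4A2* (0.0167) and *C1QB* (0.0492) passed the adjusted p with it.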

Differences from the paper's values

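The values compared were the folds of 68 genes from the paper's text and tables, its counts of differentially expressed genes and its shares of variance, and none had a ratio over 1.5 to the value here. The largest ratio of the folds was 1.15. The first 3 principal components held 73.6%, 6.90% and 4.39% of the variance here, the first less and the other 2 more than in the paper.

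The paper counts 1104 differentially expressed genes, 505 higher and 599 lower. At the same thresholds 1190 transcript clusters were called here, 543 higher and 647 lower. The sets differ, since the paper counts among annotated gene clusters and all 24415 transcript clusters were compared here. Of the 137 called clusters that Data Sheet S4 does not list, 61 carry no gene name. With Tukey biweight averages, chosen after the values were seen, 1101 of the paper's 1104 clusters were called and 3 were dropped. That setting called 1187 clusters, of which 86 are not in Data Sheet S4, and 29 of these 86 carry 1 gene name.

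The paper's text and Fig. 3 give *VEGFA* as up-regulated, and it was called here, at 3.36-fold, but Data Sheet S4 does not list it. *TGFB1* is not listed either, although it was called here with a log2 difference of 1.82. In the paper's text the folds of *VEGFB*, *VCAM1*, *EDNRA* and *ANGPT2*, given as up-regulated, carry a minus sign, while those of *HBA* and *VEGFA*, also up-regulated, do not. Data Sheets S4 and S9 head the fold as NOL/LOL, while their positive entries are higher at LOL.

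The paper states that *LHCGR* and *HSD3B1* were down-regulated. Both passed the adjusted p and were lower here, *LHCGR* by at least 1.77-fold and *HSD3B1* by 1.35-fold, and as measured neither passed the fold threshold of its methods. *FSHR* and *CYP19A1*, which it names with *LHCGR*, passed both thresholds.

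Data Sheet S9 lists *EIF4E2* as lower at LOL. It was higher here, with a log2 difference of 0.37 (limma adjusted p = 0.0126). It was the only one of 937 paired symbols of that sheet that passed the adjusted p in the opposite direction. The symbols were paired by name, so the sheet's value may belong to another transcript cluster of the gene, which was not tested.

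The paper states that *PTGS2* did not differ significantly. It was 1.56-fold lower here (adjusted p = 0.00137) and not past the fold threshold, so it was not called.

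The paper lists *EWSR1* among the differentially expressed hub genes. It was 1.97-fold lower here and not called. It was called under median centring and without NOL 1, NOL 2 or LOL 3. It was also called, at 2.01-fold, with the Tukey biweight averages, which were chosen after the values were seen and drop 3 of the paper's clusters.

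The microarray bars of Fig. 6D and 6E match the square of the log2 signal, not the linear signal. *CCND2* stands at about 100 and about 77 there, read by eye, against squares of 101 and 77.3 here. *PCNA* stands at about 56 and about 39, against 56.7 and 39.4. The linear signals here fell from 1066 to 444 in *CCND2* and from 185 to 77.5 in *PCNA*.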

Other observations

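Genes of lipid synthesis fell at LOL. Of 22 measured genes of cholesterol synthesis and uptake, 18 fell, 1 rose (the lipoprotein receptor *VLDLR*) and 3 did not pass, with the same counts adjusted over the list alone (camera adjusted p = 1.6e-09). *NSDHL* was 2.23-fold lower, while *SQLE* and *TM7SF2* had log2 differences of -0.072 and 0.022 and did not pass, the sign of *TM7SF2* turning under median centring. Of 24 genes of fatty acid synthesis, 17 fell, 1 rose (*MLXIPL*) and 6 did not pass, with the same counts adjusted over the list alone (adjusted p = 1.1e-08). *ACACA*, the acetyl-CoA carboxylase, was 2.75-fold lower, *HACD3* 2.58-fold, *FASN* 2.37-fold and *ELOVL6* 4.41-fold lower, while *ME1* and *SLC25A1* did not pass, at 0.043 and -0.035, the sign of *ME1* turning under median centring. Of 71 genes of oxidative phosphorylation, 42 fell, 6 rose and 23 did not pass, and 44 fell and 7 rose adjusted over the list alone (adjusted p = 2.9e-07). *COX7B* was 2.22-fold, *CYCS*, which encodes cytochrome c, 2.09-fold and *NDUFA5* 2.08-fold lower, the last under 2-fold without LOL 3 (log2 difference -0.96) and under quantile normalization, while *COX8A* and *ATP5F1E* did not pass, at -0.092 and -0.11, and *ATP5F1E* turned its sign as the mean of its clusters. Of 18 genes of the circadian clock, 13 rose, 1 fell (*NPAS2*) and 4 did not pass, and 15 rose and 1 fell adjusted over the list alone (adjusted p = 4.3e-07). *RORA* was 4.16-fold and *BHLHE40* 3.86-fold higher, while *PER1* and *CRY2* did not pass, at 0.10 and 0.26, and *CRY2* passed without NOL 2, at 0.33. The clock list shares 3 genes with the list of HIF target genes, *RORA*, *BHLHE40* and *BHLHE41*. With an estimated correlation, camera's adjusted p was 0.0258 for cholesterol, oxidative phosphorylation and the circadian clock, and 0.0330 for fatty acid synthesis.

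Genes of protein glycosylation and RNA splicing fell as well. Of 32 genes of N-glycan precursor synthesis, 25 fell, 2 rose (*MPI* and *SRD5A3*) and 5 did not pass, and 26 fell and 2 rose adjusted over the list alone (adjusted p = 1.9e-10). *ALG11* was 2.56-fold, *ALG3* 2.25-fold and *ALG5* 2.21-fold lower and the mannose phosphate isomerase *MPI* 4.01-fold higher, while *RPN2* and *TUSC3* did not pass, at -0.14 and 0.075, though *RPN2* did under 5 of the other settings. Of 66 RNA splicing factors, 39 fell, 7 rose and 20 did not pass, and 43 fell and 8 rose adjusted over the list alone (adjusted p = 9.2e-09). *DDX46* was 3.94-fold and *SFPQ* 2.93-fold lower and *SRSF1* fell by 1.93 on the log2 scale, while *HNRNPK* and *PTBP1* did not pass, at 0.083 and 0.12. With an estimated correlation, camera's adjusted p was 0.0190 for N-glycan precursor synthesis and 0.0258 for RNA splicing factors. Of 19 genes of heme synthesis and iron, 11 fell, 4 rose and 4 did not pass, and 12 fell and 4 rose adjusted over the list alone (adjusted p = 0.0254, and adjusted p = 0.131 with an estimated correlation, 0.0870 under quantile normalization and 0.240 at a mean of at least 4, with a range of 0.0201 to 0.240 over all settings). Those that rose were *HMOX1*, the heme oxygenase, at 4.27-fold, *HEBP1* at 4.15-fold, *ALAD* at 3.56-fold and *TFR2*, at least 2.98-fold higher, while *BLVRB* and *SLC40A1* did not pass, at 0.033 and -0.092, the sign of *BLVRB* turning under median centring. Of 30 genes of the interferon response, 10 fell, 2 rose (*DHX58* and *ISG20*) and 18 did not pass, and 10 fell and 3 rose adjusted over the list alone (adjusted p = 0.0472, and adjusted p = 0.0887 with an estimated correlation, or 0.0559 without LOL 3 and 0.0536 without LOL 4, with a range of 0.0282 to 0.0887 over all settings). *SAMHD1* was 2.96-fold and *ZC3HAV1* 2.79-fold lower and *DHX58* 2.58-fold higher, while *IFIT5* and *IFI6* did not pass, at -0.040 and -0.030, and both turned their sign without single arrays.

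Of 37 genes of the unfolded protein and amino acid stress response, 17 fell, 10 rose and 10 did not pass, with the same counts adjusted over the list alone. *DDIT3*, which encodes the stress factor CHOP, was 5.65-fold higher, *ATF3* 4.98-fold, *PPP1R15A* 3.18-fold and *CEBPG* 3.08-fold higher, with LOL 1 apart from the other LOL arrays in *ATF3*, while *HSPA5* and *CANX* did not pass, at -0.080 and 0.022, the sign of *CANX* turning under median centring and quantile normalization. The list did not pass as a set (adjusted p = 0.0890), except without NOL 4 (0.0421, with a range of 0.0421 to 0.589 over all settings). Of 18 genes of polyamine and methionine metabolism, 9 fell, 5 rose (*SMS*, *SAT1*, *SMOX*, *MTRR* and *ADI1*) and 4 did not pass, with the same counts adjusted over the list alone. The spermidine synthase *SRM* was 4.21-fold and *MAT2A*, which makes S-adenosylmethionine, 3.88-fold lower, while *OAZ1* and *AHCY* did not pass, at -0.013 and -0.14. This list did not pass either (adjusted p = 0.0597), and when single arrays were left out it passed only without NOL 3 or NOL 4 (0.0487 and 0.0496, with a range of 0.0440 to 0.195 over all settings). Of 14 oocyte markers, 3 rose by less than 2-fold (*ZP2*, *ZP3* and *NLRP5*), none fell and 11 did not pass, and 2 rose adjusted over the list alone. *ZP3* and *NLRP5* had log2 differences of 0.41 and 0.34, at dim signals, where the LOL arrays were higher in their lower quartile too. *NOBOX* and *H1-8* did not pass, at 0.15 and 0.19, and the markers did not pass as a set (adjusted p = 0.102).

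The groups were also compared under all 35 splits of the 8 arrays into 4 and 4, and every test in this part was set before its result was seen. For the called clusters, only the real split gave 1190, and no other split called any cluster. Without a difference between the groups, the real split would rank first in a share of 0.0286, the smallest that 35 splits allow. The samples of a group may be technical repeats, so this share refers only to these 8 samples. For the genes of Data Sheet S9, 1 split, the real one, gave 140 and every other gave 0, but that list was chosen on these samples, so the comparison says nothing about chance. For the gene lists, only the real split gave 21 lists, and the highest of the others gave 20, a margin of only 1 list. The lists were written with the paper's values from these same samples known, so this comparison cannot exclude chance. The 16 splits that kept 3 arrays of a condition together gave 13 to 20 lists, as they carry part of the real difference. The 18 splits with 2 and 2 gave 0 to 2 lists.

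Of the 51 clusters of Data Sheet S4 that were not called, the use of group averages by Tukey biweight in place of the mean was tested. With such averages 1101 of the 1104 clusters passed both thresholds, which is in line with averages of that kind behind the sheet. The sheet's averages lay at most 0.011 from the biweight averages and up to 0.25 from the means.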
